# GSK-3 signaling in developing cortical neurons is essential for radial migration and dendritic orientation

**DOI:** 10.7554/eLife.02663

**Published:** 2014-07-29

**Authors:** Meghan Morgan-Smith, Yaohong Wu, Xiaoqin Zhu, Julia Pringle, William D Snider

**Keywords:** neuronal migration, neuronal morphology, cortical development, GSK-3, mouse

## Abstract

GSK-3 is an essential mediator of several signaling pathways that regulate cortical development. We therefore created conditional mouse mutants lacking both GSK-3α and GSK-3β in newly born cortical excitatory neurons. *Gsk3*-deleted neurons expressing upper layer markers exhibited striking migration failure in all areas of the cortex. Radial migration in hippocampus was similarly affected. In contrast, tangential migration was not grossly impaired after *Gsk3* deletion in interneuron precursors. *Gsk3*-deleted neurons extended axons and developed dendritic arbors. However, the apical dendrite was frequently branched while basal dendrites exhibited abnormal orientation. GSK-3 regulation of migration in neurons was independent of Wnt/β-catenin signaling. Importantly, phosphorylation of the migration mediator, DCX, at ser327, and phosphorylation of the semaphorin signaling mediator, CRMP-2, at Thr514 were markedly decreased. Our data demonstrate that GSK-3 signaling is essential for radial migration and dendritic orientation and suggest that GSK-3 mediates these effects by phosphorylating key microtubule regulatory proteins.

**DOI:** http://dx.doi.org/10.7554/eLife.02663.001

## eLife digest

In the brain, one of the most striking features of the cerebral cortex is that its neurons are organized into different layers that are specifically connected to one another and to other regions of the brain. How newly generated neurons find their appropriate layer during the development of the brain is an important question; and, in humans, when this process goes awry, it can often result in seizures and mental retardation.

An enzyme called GSK-3 regulates several major signaling pathways important to brain development. The GSK-3 enzyme switches other proteins on or off by adding phosphate groups to them.

Morgan-Smith et al. set out to better understand the role of GSK-3 in brain development by deleting the genes for this enzyme specifically in the cerebral cortex of mice. Mice have two genes that encode slightly different forms of the GSK-3 enzyme. Deleting both of these in different groups of neurons during brain development revealed that a major group of neurons need GSK-3 in order to migrate to the correct layer. Specifically, the movement of neurons from where they arise in the central region of the brain to the outermost layer (a process called radial migration) was disrupted when the GSK-3 genes were deleted.

Morgan-Smith et al. further found that cortical neurons without GSK-3 were unable to develop the shape needed to undertake radial migration because they failed to switch from having many branches to having just two main branches. Additional experiments revealed that these abnormalities did not depend on certain signaling pathways, such as the Wnt-signaling pathway or the PI3K signaling pathway that can control GSK-3 activity.

Instead, Morgan-Smith et al. found that two proteins that are normally targeted by the GSK-3 enzyme have fewer phosphate groups than normal in the cortical neurons that did not contain the enzyme: both of these proteins regulate the shape of neurons by interacting with the molecular ‘scaffolding’ within the cell. The GSK-3 enzyme was already known to modify the activities of many other proteins that affect the migration of cells. Thus, the findings of Morgan-Smith et al. suggest that this enzyme may coordinate many of the mechanisms thought to underlie this process during brain development.

**DOI:** http://dx.doi.org/10.7554/eLife.02663.002

## Introduction

Glycogen synthase kinase (GSK-3) α and β are serine/threonine kinases that act as key downstream regulators in multiple signaling pathways, including Wnt/β-catenin, receptor tyrosine kinase (RTK)/PI3K, and Sonic hedgehog (Shh) (Kaidanovich-Beilin et al., 2012). GSK-3s act via mechanisms that include regulation of transcription factors, control of multiple aspects of cellular metabolism, and phosphorylation of cytoskeletal proteins (Hur and Zhou, 2010; Kaidanovich-Beilin and Woodgett, 2011). Most often, although not invariably, GSK-3s function as negatively acting kinases by inhibiting the functions of substrates at baseline. Inhibition is then relieved via signaling pathways that engage GSK-3 (Doble and Woodgett, 2003; Kaidanovich-Beilin and Woodgett, 2011). For most GSK-3 substrates, phosphorylation by another kinase near the GSK-3 site (‘priming’) is required for, or enhances, GSK-3 substrate phosphorylation (Cohen and Frame, 2001; Doble and Woodgett, 2003; Kaidanovich-Beilin and Woodgett, 2011). Priming kinases for GSK-3 substrates include cyclin dependent kinase-5 (cdk5), a kinase that is known to regulate important neurodevelopmental events like radial migration (Tanaka et al., 2004; Cole et al., 2006; Li et al., 2006; Xie et al., 2006).

In the nervous system, GSK-3β has long been thought to be a target of lithium used in treatment of bipolar disorder (Klein and Melton, 1996; O'Brien et al., 2004). Some of the GSK-3β effects related to lithium actions are due to regulation of signaling downstream of dopamine receptors (Beaulieu et al., 2004, 2008; Urs et al., 2012). More recently GSK-3 signaling has been implicated in the pathogenesis of schizophrenia (Emamian et al., 2004; Mao et al., 2009; Emamian, 2012). Disrupted in Schizophrenia-1 (DISC1), mutated in some familial cases of schizophrenia, is thought to function in part by modulating GSK-3β effects on progenitor proliferation (Mao et al., 2009; Singh et al., 2011).

Despite the obvious importance of GSK-3 signaling in pathogenesis and treatment of psychiatric disorders, there are important gaps in information on the role of GSK-3 in the developing brain. It has clearly been established that GSK-3 signaling is a strong regulator of radial progenitor proliferation in the developing cerebral cortex and that these effects are at least partly meditated through β-catenin (Chenn and Walsh, 2002; Kim et al., 2009). Additionally, a recent study demonstrated an important role for GSK-3 in regulating INP amplification, an effect associated with GSK-3β binding to the scaffolding protein Axin (Fang et al., 2013). Thus, critical roles for GSK-3 signaling in processes that control neuron number in the developing telencephalon have been established.

In contrast, functions of GSK-3 in regulating developing cortical neurons are much less clear. Multiple in vitro studies have suggested roles for GSK-3 in regulating neuronal polarity and axon growth and branching (see Hur and Zhou, 2010 for review). These functions are thought to be mediated via GSK-3 phosphorylation of microtubule-associated proteins (MAPs) including Collapsin response mediator protein-2 (CRMP-2) (Yoshimura et al., 2005), Adenomatous polypsis coli (APC) (Shi et al., 2004; Zhou et al., 2004), Tau (Stoothoff and Johnson, 2005), microtubule-associated protein 1B (MAP1B) (Trivedi et al., 2005), Doublecortin (DCX) (Bilimoria et al., 2010), and subsequent regulation of cytoskeletal dynamics. In general, inhibition of GSK-3β via serine 9 (ser9) and GSK-3α via serine 21 (ser21) phosphorylation and subsequent relief of phosphorylation of downstream targets is thought to be required for the formation of the axon and subsequent axonal growth (Jiang et al., 2005; Hur and Zhou, 2010). In a similar vein, a study employing in utero electroporation of an activating construct suggested that GSK-3 inhibition was essential for radial-guided cortical neuronal migration downstream of STK11 (LKB1) via a mechanism involving APC (Asada and Sanada, 2010). A prediction of this work might be that GSK-3 deletion would enhance axon growth and radial migration. However, to date these effects of GSK-3 on neuronal polarity and migration have not been confirmed with mouse genetic studies. Further, mice with point mutation knockins that prevent ser9/21 phosphorylation are viable and have not been reported to show defects in neuronal morphology or migration (McManus et al., 2005; Gartner et al., 2006). Finally, GSK-3 may regulate migration and morphology of cortical neurons via entirely different pathways for example via mediating effects of semaphorin signaling (Chen et al., 2008; Renaud et al., 2008; Nakamura et al., 2009).

We have now assessed GSK-3 functions in newly born cortical neurons using *Neurod6* (*Nex*)-Cre (Goebbels et al., 2006) to mediate recombination of *Gsk3* floxed alleles in INPs and newly born excitatory neurons. We demonstrate, surprisingly, that GSK-3 activity is essential for radial neuron migration in all areas of the cortex and in the hippocampus. In contrast, tangential migration is not affected after *Gsk3* deletion in cortical interneuron precursors. Remarkably, the migration effects appear to be independent of Wnt/β-catenin signaling that mediates GSK-3 functions in neuronal progenitors. The few upper layer neurons that reached their normal location exhibited strikingly abnormal orientation of basal dendrites. GSK-3 control of migration and morphology is correlated with the regulation of phosphorylation of DCX on ser327 and CRMP-2 on Thr514. We conclude that GSK-3 is a critical regulator of neuronal migration and morphogenesis and that GSK-3 regulation is mediated by phosphorylation of key cytoskeletal proteins.

## Results

### GSK-3 signaling regulates migration of cortical excitatory neurons

To investigate the function of GSK-3 in developing cortical neurons, we generated *Gsk3a*^*−/−*^*Gsk3b*^*loxp/loxp*^*:Neurod6*-*Cre* mice (*Gsk3:Neurod6*). The *Neurod6*-*Cre* line induces recombination in intermediate progenitors of the dorsal telencephalon and early postmitotic neurons beginning at approximately embryonic day 11 (E11) (Goebbels et al., 2006). Prior studies using crosses with reporter lines indicate that recombination occurs in virtually all excitatory pyramidal neurons in the dorsal telencephalon (Goebbels et al., 2006; Monory et al., 2006). Western blot analysis of lysates from the whole cortex, shows a 60% decrease in GSK-3β protein at E19.5 as compared with heterozygous litter mates (Figure 1C). Remaining GSK-3β protein in the mutants is likely due to lack of recombination in interneurons and developing glia. At E19, *Gsk3:Neurod6* brains are roughly the same size as littermate controls. However, *Gsk3:Neurod6* mice die shortly after birth (P0–P3) for reasons that have not yet been determined.

**Figure 1.**
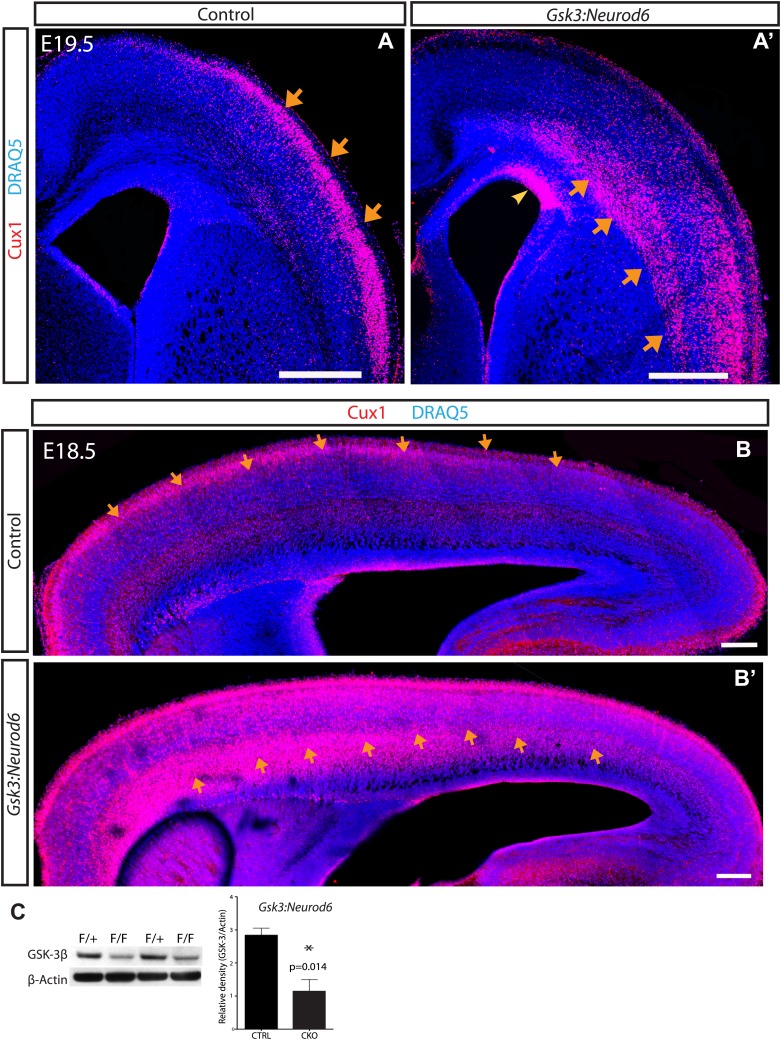
GSK-3 signaling is essential for proper lamination of the developing cortex. (**A–A'**) Cux-1 staining (red) in coronal sections from control and *Gsk3:Neurod6* mice at E19.5. Cux-1 neurons are strikingly mislocalized in *Gsk3:Neurod6* mutants (orange arrows) including a small population of neurons that remain in the ventricular zone (yellow arrowhead). Nuclei were counterstained with DRAQ5. Scale bar = 500 μm. (n = 4). (**B–B'**) Cux-1 staining in parasagittal vibratome sections from control and *Gsk3:Neurod6* mutants at E18.5. Cux-1 expressing neurons (arrows) are mislocalized in *Gsk3:Neurod6* mutants and populate the deeper layers of the cortex along the entire rostrol/caudal axis. Scale bar = 200 μm. (**C**) Representative Western blot confirms strongly reduced GSK-3β protein levels in the E19.5 *Gsk3:Neurod6* cortex compared to heterozygous control (n = 3 het control, n = 3 CKO). Relative Density *p<0.05, unpaired t-test. **DOI:** http://dx.doi.org/10.7554/eLife.02663.003

**Figure 1—figure supplement 1.**
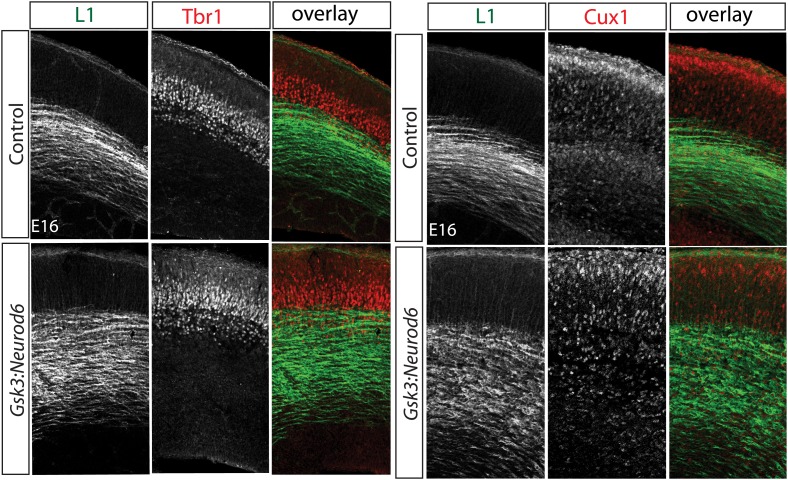
Migration defect apparent by E16 after *Gsk3* deletion in cortical excitatory neurons. Coronal cryostat sections at E16. Layer 6 TBR1 neurons populate appropriate layers in control and *Gsk3:Neurod6* mutants. Cux-1 (red) expressing neurons, marker for upper layer 2/3 neurons, are mislocalized in *Gsk3:Neurod6* mutant coronal sections. L1 staining labels axon tracts. **DOI:** http://dx.doi.org/10.7554/eLife.02663.004

To explore neuronal functions of GSK-3, we first assessed cortical lamination at E16, a time of rapid neuronal migration along radial glial processes. Deep layer neurons appeared to be normally positioned (Figure 1—figure supplement 1). Thus staining with Tbr1, a layer 6 marker, revealed a distinctive band in the deeper layers of the cortex in both controls and *Gsk3:Neurod6* mutants. In contrast, we noted clear abnormalities in the localization of Cux1 expressing neurons that normally populate Layers 2/3 (Figure 1—figure supplement 1). A clear band of Cux1 positive neurons has formed in controls by E16. In contrast *Gsk3:Neurod6* mice exhibit a dispersion of Cux1 cells with fewer neurons reaching the outermost layer, even at this early developmental stage.

Dramatic mislocalization of layer 2/3 neurons was apparent by E19.5. Coronal sections through developing somatosensory cortex showed a large population of Cux1 expressing neurons essentially 'stuck' in the intermediate zone and throughout the deeper cortical layers (orange arrows) (Figure 1A–A’). Indeed some Cux1-expressing neurons in mutants were observed in the ventricular zone (yellow arrowhead). The migration defect in *Gsk3:Neurod6* mutants was striking along the entire rostrol/caudal axis at E18.5, as observed in parasagittal sections (arrows) (Figure 1B–B'). The migration defect was particularly prominent anteriorly, a developmental profile corresponding to the neurogenic gradient of the developing cortex (Caviness et al., 2009).

We also generated *Gsk3a*^*loxp/loxp*^*, Gsk3b*^*loxp/loxp*^*: Neurod6-Cre* mice (*Gsk3*^*loxp*^*:Neurod6*) using a *Gsk3a*^*loxp/loxp*^ mouse line, which harbors loxp sites flanking exon 2 of *Gsk3a*. Western blot analysis of lysates from the whole cortex at P0, verified an 85% decrease in GSK-3α and a 76% decrease in GSK-3β protein when compared with wild-type littermate controls (Figure 2B). At P0 as expected, *Gsk3*^*loxp*^*:Neurod6* mice showed the same migration failure of upper layer neurons as *Gsk3:Neurod6* (Figure 2A). Inspection and quantification, (Figure 2A,C) showed most Cux1+ neurons stuck in deeper layers in mutants, whereas in controls a heavy majority of neurons had already migrated to the most superficial layers. An increase in neurogenesis could in theory account for some of the Cux1+ neurons found in deeper layers, but counts of Cux1+ cells revealed no major difference in numbers between *Gsk3* mutants and controls (control Cux1/total = 32.45% ± 3.74, mutant = 34.31% ± 0.649, p=0.561, unpaired t-test).

**Figure 2.**
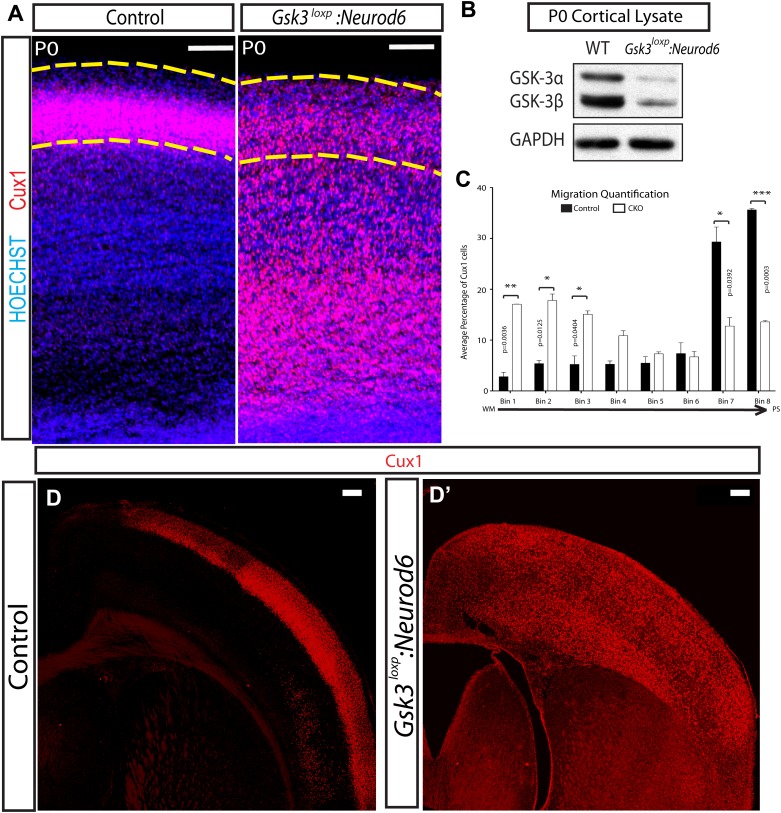
Migration defects in *Gsk3*-deleted mice are persistent. (**A**) P0:Cux 1 staining (red) in coronal sections of *Gsk3*^*loxp*^*:Neurod6* mutants and littermate heterozygote controls. Cux1-expressing neurons are localized to layer2/3 in controls (denoted by yellow dashed lines) while Cux1-expressing neurons are localized throughout the cortical plate in the mutants. (n = 5, scale bar = 100 μm). (**B**) Representative Western blot of P0 cortical lysates confirms strongly reduced GSK-3α and GSK-3β protein levels in *Gsk3*^*loxp*^*:Neurod6* mutants when compared to *Gsk3a*^*loxp/loxp*^*Gsk3b*^*loxp/loxp*^ controls. GAPDH was probed as a loading control (n = 3 control, n = 3 CKO). (**C**) P0 quantification of control and *Gsk3*^*loxp*^*:Neurod6* Cux1 neurons using 8 bin analysis spanning white matter (WM) to the pial surface (PS), (n = 2 het control, n = 2 CKO). (**D–D'**) P7: *Gsk3*^*loxp*^*:Neurod6* mutants stained with Cux1 (red) show persistent altered lamination with Cux1-expressing neurons spread throughout all layers of the cortex. Littermate controls show normal Cux1 distribution in layer 2/3. Scale bar = 200 μm. **DOI:** http://dx.doi.org/10.7554/eLife.02663.005

**Figure 2—figure supplement 1.**
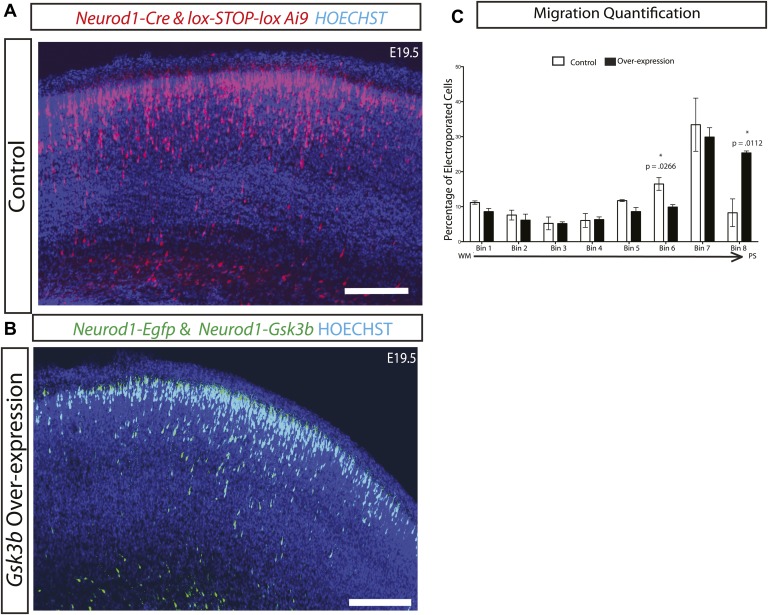
Gsk3 overexpression enhances radial migration. (**A**) E19.5 coronal sections showing normal migration after in utero electroporation of *Neurod1-Cre* and *lox-STOP-lox-Ai9* (red neurons) and (**B**) Coronal sections showing abnormal neuronal migration after electroporation of *Neurod1-Gsk3b* and *Neurod1*-GFP (green neurons). Enhanced migration is apparent in **B**. Scale bar = 200 μm. (**C**) E19.5 quantification of migration in control and *Gsk3* over-expressing neurons using 8 bin analysis as previously described. Significantly more *Gsk3* over-expressing neurons were found in the outermost bin 8 and fewer *Gsk3* over-expressing neurons populated bin 6. p-values shown in figure, unpaired t-test. (control n = 2 mice from two individual litters, 1276 neurons vs *Gsk3* overexpression n = 3 mice from two individual litters, 1959 neurons). **DOI:** http://dx.doi.org/10.7554/eLife.02663.006

A few Cux1 neurons migrated successfully to layer 2/3 (area denoted by yellow lines) in *Gsk3*^*loxp*^*:Neurod6* mutants (Figure 2A). Whether this subset of normally placed neurons did not undergo recombination at an early enough stage for migration to be regulated could not be determined. However, these properly positioned neurons exhibited abnormalities of dendritic orientation (see Figure 5).

Interestingly, mice with floxed alpha rather than null alpha alleles survived somewhat longer than the *Gsk3:Neurod6* mice but died after the second postnatal week (P15–P17). At P7, *Gsk3*^*loxp*^*:Neurod6* mutants exhibited a striking lamination phenotype involving Cux1 neurons (Figure 2D–D'). This persistent lamination defect demonstrates that *Gsk3* deletion results in permanent migration failure and does not simply result in a delay.

To further assess functions of GSK-3 in radial migration, we over-expressed *Gsk3b* in newly born cortical neurons using a p*Neurod1* (*Neurod1*) vector (Guerrier et al., 2009). Co-electroporation of *Neurod1-Cre* and lox-STOP-lox Ai9 in control embryos at E15 (Figure 2—figure supplement 1A) was compared to co-electroporation of *Neurod1*-*Gsk3b* and *Neurod1*-Egfp in experimental embryos (Figure 2—figure supplement 1B). Importantly, over-expression of *Gsk3b* did not inhibit migration as might have been expected from prior studies (Asada and Sanada, 2010). In fact, *Gsk3b* over-expression enhanced neuronal migration and resulted in greater than normal numbers of neurons populating the outermost layers of the cortex by E19.5 (Figure 2—figure supplement 1C).

### Specificity of GSK-3 signaling for radial migration

Importantly, the migration defect in the developing cortex is specific to excitatory pyramidal neurons. In order to assess interneurons, we used the *Dlx5/6*-*Cre* (Stenman et al., 2003) line to generate conditional mice lacking *Gsk3* in GABAergic interneurons. A robust decrease of GSK-3β protein (84%) was observed in E18 MGE lysates from *Gsk3:DLX5/6-Cre* mice when compared to littermate controls (Figure 3D,E). Interneuron migration was monitored using the AI3 reporter line (*Gsk3-Ai3:Dlx*). Surprisingly, in both controls and *Gsk3* mutants, interneurons exhibited robust migration along the two migratory streams (yellow arrows) from the medial ganglionic eminence (MGE) (Figure 3A–A'). In *Gsk3* mutants, as in controls, interneurons entered all areas of the cortical plate by E19.5. Quantification is shown in (Figure 3—figure supplement 1). These results are not meant to imply that migration of interneurons was normal in every respect as we did not assess migration of specific interneuron subsets.

**Figure 3.**
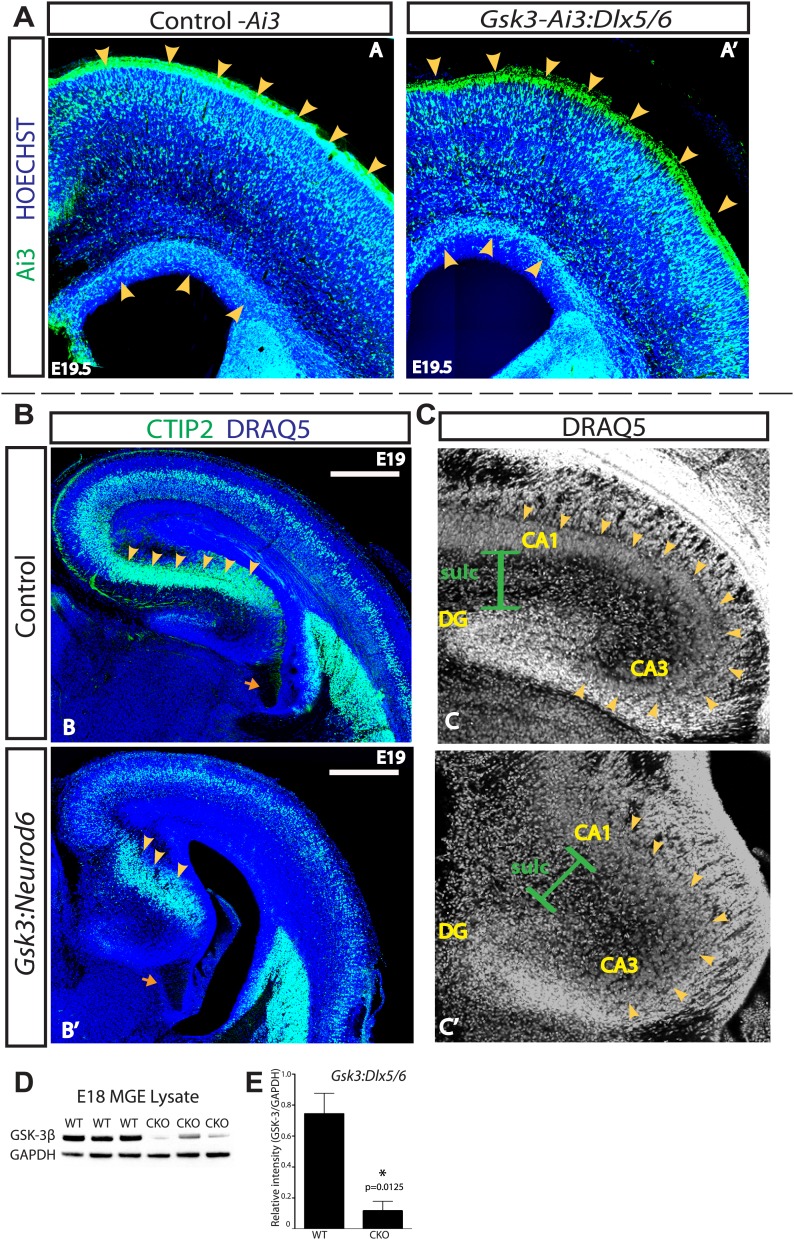
GSK-3 signaling is dispensable for tangential migration, but required for radial hippocampal migration. (**A–A'**) E19.5 coronal sections showing EYFP-expressing interneurons in heterozygous control and *Gsk3:Dlx5/6* mutants crossed with the Ai3 reporter line. *Gsk3*-deleted interneurons (green) enter the cortex in two streams in both controls and mutants (arrowheads). Mutants showed no overt migration defect. Nuclei were counterstained with Hoechst. (n = 3). (**B–B'**) E19 coronal sections of control and *Gsk3:Neurod6* mutants showing CTIP2 (green) expressing neurons in the hippocampus. In the *Gsk3:Neurod6* mutants, the pyramidal cell layer (green) does not extend laterally into a compact CA1 region and remains dispersed (yellow arrowheads). Fimbrial axonal projections appear normal in *Gsk3:Neurod6* mutants (orange arrow). Nuclei were counterstained with DRAQ5. Scale bar = 500 μm. (n = 3). (**C–C'**) Higher magnification of hippocampal area shown in (**B**). The *Gsk3:Neurod6* mutants show disrupted cytoarchitecture. In the mutants, DRAQ5-labeled cells are mislocalized and diffuse (arrowheads) and fail to form clearly defined CA1/CA3 regions of the hippocampus. The *Gsk3:Neurod6* mutant mice also lack a clearly defined hippocampal sulcus (green bars) and dentate gyrus (DG). (**D**) Representative Western blot of E18 MGE lysates confirm strongly reduced GSK-3β protein after recombination with *Dlx5/6-Cre*. (**E**) Quantification of protein knockdown in D (n = 3 WT, n = 3 CKO, unpaired t-test). **DOI:** http://dx.doi.org/10.7554/eLife.02663.007

**Figure 3—figure supplement 1.**
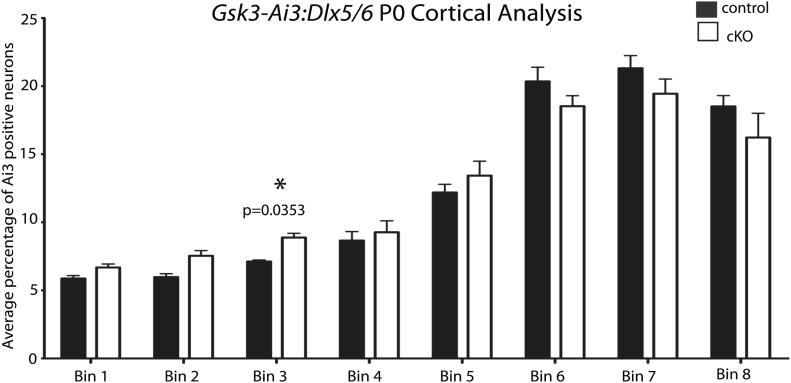
No apparent migration defect in *Gsk3:Dlx5/6* mice. P0 quantification of Ai3-positive neurons in control and *Gsk3*-deleted interneurons using 8 bin analysis spanning white matter to the dorsal stream. p-values reaching significance are shown in figure, unpaired t-test. (n = 2 controls, 3894 total cux1 neurons, n = 2 cko, 3681 total cux1 neurons). **DOI:** http://dx.doi.org/10.7554/eLife.02663.008

In order to assess the generality of GSK-3 regulation of radial migration, we assessed migration in developing hippocampus. The hippocampus, like the cortex, is an area where developing neurons migrate along radial glial-like processes (Nowakowski and Rakic, 1979; Eckenhoff and Rakic, 1984). *Neurod6*-*Cre* expression is evident in developing hippocampal neurons as early as E14 (Goebbels et al., 2006), allowing us to delete *Gsk3* in those cells. Pyramidal neurons generated from the hippocampal primordia undergo migration along radial processes to form CA1/CA3 and the dentate gyrus (DG) (Altman and Bayer, 1990). The transcription factor CTIP2 marks neurons in the developing CA1 region (Figure 3B). *Gsk3:Neurod6* mice exhibited a striking hippocampal migration defect. CTIP2 expressing neurons did not migrate properly (yellow arrows) and as a consequence CA1 did not fully develop (Figure 3B–B'). As a result, CA1-3 and the DG (arrowheads) were disorganized, and the hippocampal sulcus was not well defined (Figure 3C–C'). These defects were striking in rostral areas, as shown, although somewhat less pronounced in caudal sections (data not shown). Interestingly, fimbrial axonal projections formed in *Gsk3:Neurod6* mice (Figure 3B–B', orange arrows) demonstrating that even though migration fails, hippocampal neurons were able to polarize and extend appropriately directed axons.

### *Gsk3* deletion delays the multipolar to bipolar transition

To verify that the migration defect was cell autonomous and to visualize morphology of *Gsk3*-deleted neurons, we introduced Cre and EGFP into a subpopulation of developing neurons in *Gsk3a*^*−/−*^*Gsk3b*^*loxp/loxp*^ mice. *Neurod1*-Cre and lox-STOP-lox *lacZ/Egfp* (Z/EG) plasmids were injected into the ventricles and co-electroporated at E14–15.5. Electroporation at this age targets radial progenitors that generate mainly upper layer neurons. This co-electroporation technique allowed us to visualize individual *Gsk3*-deleted neurons in an otherwise control background. Labeled neurons were imaged at late embryonic and postnatal stages.

Deletion of *Gsk3* in individual neurons phenocopies the migration delay seen in the *Gsk3:Neurod6* mutants. At E19 most control neurons were located in the upper cortical layers as expected (Figure 4A). In contrast, most *Gsk3*-deleted neurons had cell somas that were localized to the deeper layers of the cortex and very few were found in upper layers (Figure 4A'). Importantly, *Gsk3*-deleted neurons were clearly able to project axons (orange arrows) suggesting that initial polarization had proceeded in the absence of *Gsk3*. Further, most *Gsk3* null neurons in the cortical plate elaborated a long leading process directed toward the pial surface (yellow arrowheads) (Figure 4A'). Thus at least the initial stages of dendritic arborization also appeared to proceed in the absence of *Gsk3*.

**Figure 4.**
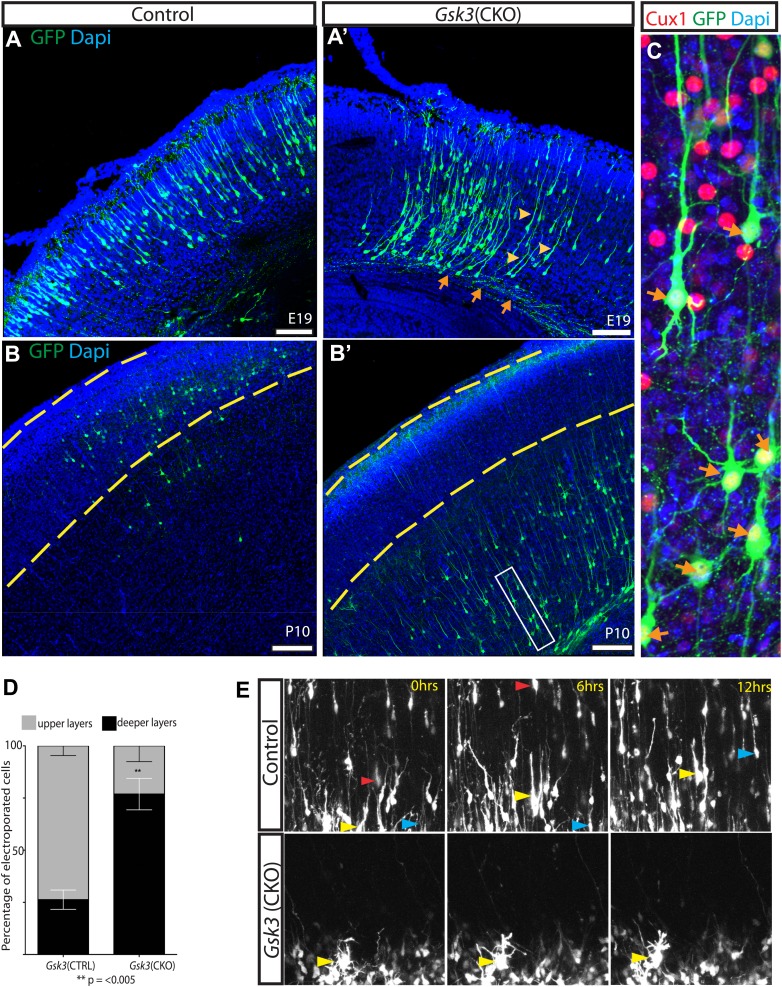
GSK-3 deletion delays the multipolar to bipolar transition. (**A–A'**) Representative E19 coronal sections after in utero electroporation at E14.5 with *Neurod1-Cre* and Z/EG plasmids. Electroporated cells were visualized with anti-EGFP (green), and nuclei were stained with DAPI (blue). *Gsk3*-deleted neurons remain in the deeper layers of the cortex but elaborate a long pial-directed process (yellow arrowheads). *Gsk3*-deleted neurons elaborate axons projecting towards the corpus callosum (orange arrows). Scale bar = 200 μm (n = 5, two independent litters). (**B–B'**) Coronal sections at P10 after E14.5 electroporation, as in **A**. *Gsk3*-deleted neurons remain in the deeper layers of the cortical plate and fail to reach layer 2/3 (denoted with yellow bars). Scale bar = 200 μm (n = 3, 2 independent litters). (**C**) Higher magnification of *Gsk3*-deleted neurons in **B'** (box). *Gsk3*-deleted neurons (green) in deeper layers co-label with Cux (red) (orange arrows). Nuclei were stained with Dapi. (**D**) Quantification of control and *Gsk3*-deleted neurons in upper (layer 2–3) vs deeper layers of the cortex at P10. (n = 3, 4209 total neurons counted, 2234 control vs 1975 *Gsk3* deleted) **p=0.003, unpaired t-test. (**E**) *Gsk3* deletion delays the multipolar to bipolar transition. Still images from time-lapse imaging of slice cultures at 3DIV. pCAG-dsRED or *Neurod1-Cre*;Z/EG was injected into the ventricles of *Gsk3a*^*−/−*^*Gsk3b*^*loxp/loxp*^ embryos and electroporated at E15. Representative images were taken at time 0, 6, and 12 hr. Control dsRed neurons migrate through the cortical plate (yellow, red, and blue arrows show individual neurons at the different time points). (n = 2 controls). *Gsk3*-deleted neurons fail to migrate through the cortical plate and exhibit persistent multi-polar morphology (yellow arrowheads). (n = 4 mutants). **DOI:** http://dx.doi.org/10.7554/eLife.02663.009

**Figure 4—figure supplement 1.**
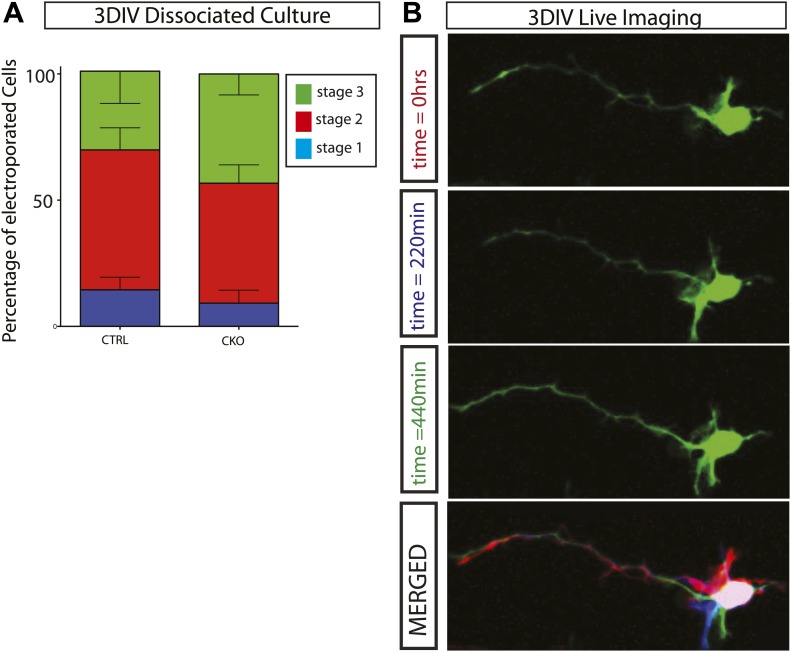
*Gsk3-deleted* neurons polarize and are highly dynamic. (**A**) Stage progression analysis of dissociated control and *Gsk3*-deleted neurons. Stage 1 immature neurons display lamellapodial and filopodial protrusions. Stage 2 neurons have transitioned to form multiple short neurites (multipolar morphology), and stage 3 neurons exhibit a single neurite extending to become an axon (see Dotti et al., 1988). There is no significant delay in polarization (n = 3, 1341 neurons). (**B**) Live imaging of dissociated *Gsk3*-deleted neurons reveal dynamic neurites. Images were taken every 11 min. Representative images at time 0 (red), 220 min (blue), and 440 min (green). Merged image is pseudo colored. **DOI:** http://dx.doi.org/10.7554/eLife.02663.010

The GSK-3 migration defect was strikingly persistent into the postnatal period. In mice electroporated at E14–15.5 and analyzed at P10, *Gsk3*-deleted neurons remained in the deeper layers and subcortical white matter (Figure 4B–B'). Egfp-expressing neurons co-labeled with Cux1 (red) demonstrating that they had acquired the proper laminar markers but were unable to attain the proper position (Figure 4C, arrows). Again, long apical processes that reached the pial surface were elaborated by *Gsk3*-deleted neurons, basal dendrites formed, and axons projecting towards the corpus callosum were evident. Thus, *Gsk3* regulates some critical aspect of migration but not the early stages of axon and dendrite formation.

In quantifying our results, we found that in control animals the majority of electroporated neurons (73.7%) were found in the upper layers of the cortex (yellow dashed lines) by P10 (Figure 4B–B',D). In contrast, *Gsk3*-deleted neurons remained in the deeper layers of the cortex and only 23% had reached the upper layer 2/3 by P10 (p=<0.005).

A number of in vitro studies have suggested that *Gsk3* regulates neuronal polarization. It is plausible that some defect or delay in the polarization might account for migration failure. To test this idea, we electroporated *Neurod1-Cre* and Z/EG into the *Gsk3a*^*−/−*^*Gsk3b*^*loxp/loxp*^ cortex, plated cortical cells in dissociated culture and assessed stage progression at 3 days in vitro (3DIV). We observed no statistically significant difference in the stage progression between control and *Gsk3*-deleted neurons (Figure 4—figure supplement 1A). Further, *Gsk3*-deleted neurons that successfully extended an axon remained highly dynamic (Figure 4—figure supplement 1B) and extended and retracted neurites. Thus at least some processes that require complex cytoskeletal regulation proceed normally in the *Gsk3*-deleted neurons.

To assess the cell biological mechanisms of GSK-3 regulation of neuronal migration, we co-electroporated *Neurod1-Cre*;Z/EG or a control pCAG-dsRED construct into the lateral ventricles of control and *Gsk3a*^*−/−*^*Gsk3b*^*loxp/loxp*^ mice. This was followed by live imaging of migration ex vivo in a cortical slice preparation (Hand et al., 2005) at 3DIV. In controls electroporated with pCAG-dsRED, labeled neurons transitioned from multipolar to bipolar morphology and migrated through the cortical plate over a period of 12 hr, as expected (Figure 4E). The progress of individual neurons could readily be tracked and is indicated for three examples by the progress of the colored arrowheads in the three panels. In contrast, most *Gsk3*-deleted neurons failed to translocate through the intermediate zone and remained in a multipolar state in the outer subventricular zone (arrowheads) (Figure 4E and Videos 1, 2). Further, during the 12 hr of observation most *Gsk3*-deleted neurons did not transition to a bipolar morphology, a step thought to be required for radial-guided migration.

**Video 1.** Live cell imaging of radially migrating neurons in a cortical slice preparation. Control neurons electroporated at E15.5 migrate towards the pial surface after 3 days ex vivo. Neurons are imaged using time-lapse microscopy with images taken every 45 min for a 20-hr session. **DOI:** http://dx.doi.org/10.7554/eLife.02663.011

**Video 2.** Gsk3-deleted neurons fail to migrate in cortical slice preparation. *Gsk3a*^−/−^*Gsk3b*^loxp/loxp^ mice electroporated at E15.5 with *Neurod1-cre* and Z/EG have an elongated multipolar stage and do not migrate towards the pial surface. Images were taken every 45 min over a 20-hr imaging session. **DOI:** http://dx.doi.org/10.7554/eLife.02663.012

### Abnormal dendritic orientation in *Gsk3* mutants

That fact that multiple cytoskeletal proteins are GSK-3 substrates might suggest that *Gsk3* deletion would have profound effects on dendrite and axonal arborization. To address GSK-3 regulation of cortical neuronal morphology, we deleted *Gsk3* using in utero electroporation of *Neurod1*-*Cre* as outlined above, and analyzed dendritic morphology at P15.

As demonstrated above, most *Gsk3*-deleted neurons failed to migrate and populated the deeper layers of the cortex at P15. Many of these migration arrested neurons exhibited abnormal dendritic arbors (data not shown). Because improper laminar position might affect dendritic arborization, we focused analysis on a small subset of *Gsk3*-deleted neurons that reached layer 2/3. Images at E16 (Figure 1—figure supplement 1) and E19 (Figure 4A') show that a few *Gsk3*-deleted neurons are normally positioned and suggest that these normally positioned neurons did not undergo a substantial delay in migration. All of the neurons elaborated dendritic arbors and extended an axon into the corpus callosum. However, many of these normally positioned *Gsk3*-deleted neurons exhibited markedly abnormally oriented basal dendrites (Figure 5A, arrows). In many cases, basal dendrites were oriented towards the pial surface rather than towards the deeper cortical layers (Figure 5B–D). Additionally, *Gsk3*-deleted basal processes grew longer and were more branched than those of control neurons (Figure 5D and Figure 5—figure supplement 1C,D). Many *Gsk3*-deleted neurons also exhibited striking defects in the apical dendrite (Figure 5C,C',E orange arrows and Figure 5—figure supplement 1B). Thus, apical dendrites of the *Gsk3*-deleted neurons, although properly oriented towards the pial surface often extended branches close to the soma that extended apically rather than laterally (Figure 5E, orange arrows and Figure 5—figure supplement 1B).

**Figure 5.**
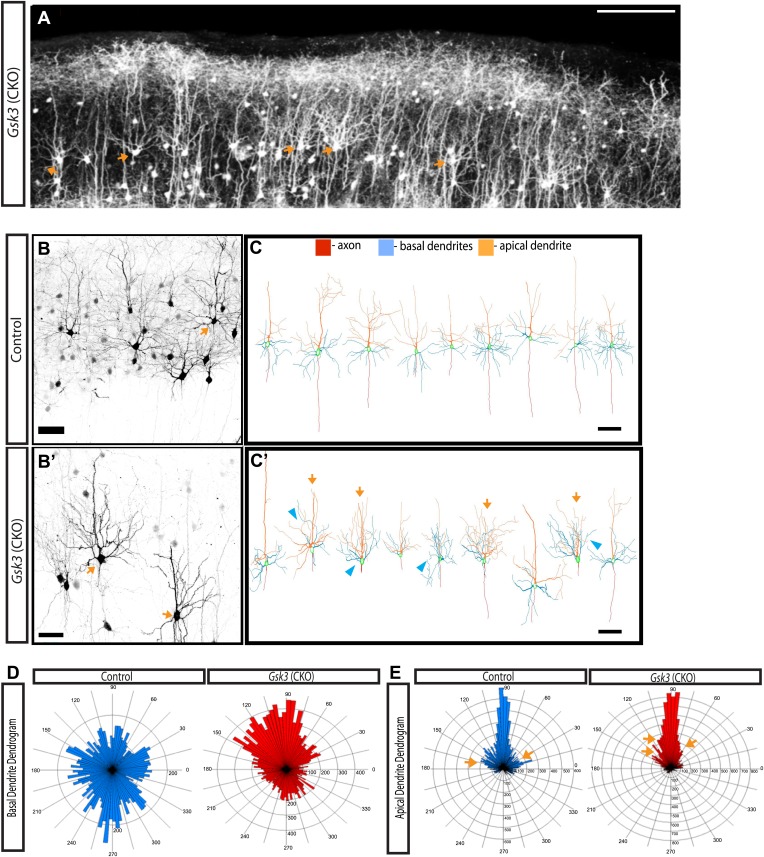
GSK-3 signaling is required for proper dendrite orientation. (**A**) Gsk3 deleted neurons at P15 shown after in utero electroporation at E14.5 with *Neurod1-Cre* and Z/EG plasmids. Multiple neurons with obvious abnormalities in dendritic orientation were observed in the upper layers of the cortex (orange arrows). Scale bar = 200 μm. (**B–B'**) Control and *Gsk3*-deleted neurons in the upper layers at P15, immunostained with antibodies against eGFP (black) using same methods as Figure 4. Gsk3-deleted neurons have abnormally polarized arbors indicated by orange arrows. Scale bar = 50 μm. (**C–C'**) Neurolucida reconstructions of control and *Gsk3*-deleted neurons in the upper layers of the cortex. The axon (red) projects towards the ventricle in control and *Gsk3*-deleted neurons. Both apical dendrites (orange) and basal dendrites (blue) are more branched (orange arrows) and basal dendrites (blue) are mispolarized (blue arrowheads) in *Gsk3*-deleted neurons. Scale bar = 100 μm. (**D**) Basal dendrite quantification. Dendrogram shows that basal dendrites more frequently project towards the pial surface in *Gsk3*-deleted neurons when compared to control basal dendrite orientation. (n = 3, n = 3 CKO; 15 control and 15 *Gsk3*-deleted neurons quantified). (**E**) Apical dendrite dendrogram indicates polarization and length of processes. Control apical dendrites project pially (90°). Numerous small apical branches form near the soma and project laterally (orange arrows). *Gsk3*-deleted neurons also project pially-directed apical dendrites. However, Apical branches have a pially-directed orientation, resulting in abnormal morphology (orange arrows, also see **C'**). **DOI:** http://dx.doi.org/10.7554/eLife.02663.013

**Figure 5—figure supplement 1.**
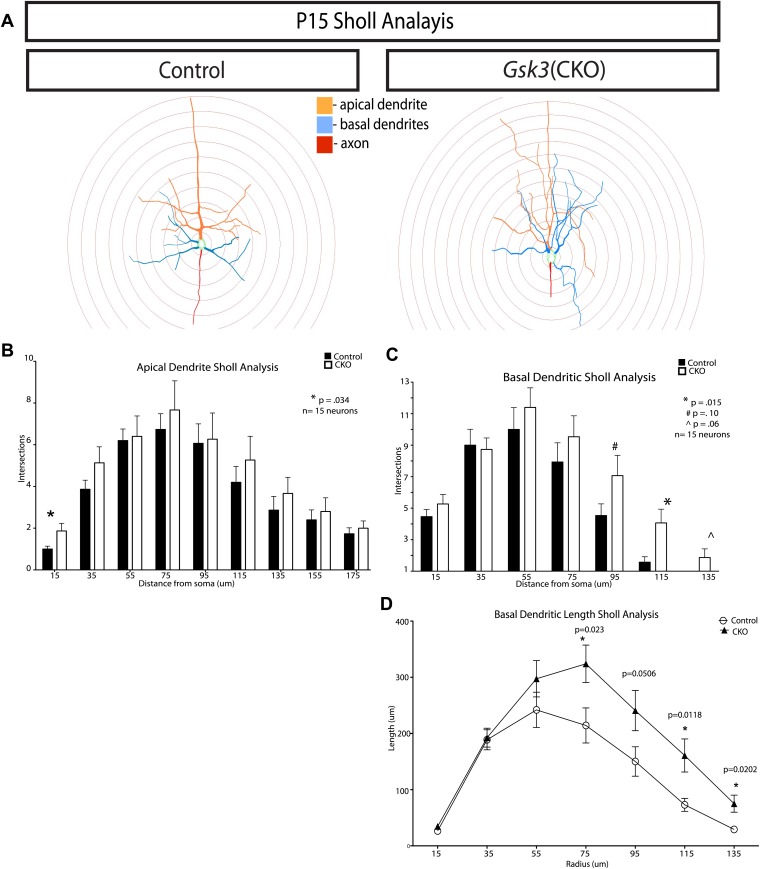
Quantification of dendritic branching at P15 in control and *Gsk3-deleted* neurons. (**A**) Representitive images of control and *Gsk3*-deleted neurons used for Sholl analysis with specific processes pseudocolored for identification. (**B**) Apical dendrite Sholl analysis of *Gsk3*-deleted neurons shows significantly increased branching close to the soma. p=0.034. Additionally, *Gsk3*-deleted neurons display a trend toward increased branching in areas further from the soma. (**C**) Basal dendrite Sholl analysis of *Gsk3*-deleted neurons shows significantly increased branching in basal dendrites in areas furthest away from the soma (p=0.015). (**D**) Basal dendrite sholl analysis of dendritic lengths reveals altered morphology of *Gsk3*-deleted neurons. *Gsk3*-deleted neurons have increased lengths of basal dendrites in areas beginning 75 μm away from the soma. p=0.023, p=0.0118, and p=0.0202. **DOI:** http://dx.doi.org/10.7554/eLife.02663.014

Perhaps surprisingly *Gsk3*-deleted neurons extended axons into the callosum towards the contralateral cortex (Figure 4A,A’ orange arrows). Axonal arborization in the contralateral cortex had reduced density, an abnormality that is under further investigation (data not shown).

### GSK-3 regulation of migration is independent of Wnt/β-catenin signaling

Signaling via β-catenin is an obvious candidate to mediate GSK-3 regulation of migration. In the canonical Wnt cascade, Wnt signaling through frizzled receptors leads to dishevelled and GSK-3 sequestration, β-catenin accumulation and enhanced β-catenin/TCF-mediated transcription (Kaidanovich-Beilin and Woodgett, 2011). In radial progenitors, β-catenin signaling is clearly an important mediator of the effects of GSK-3 deletion on proliferation (Chenn and Walsh, 2002; Kim et al., 2009).

To determine the role of GSK-3 regulation of β-catenin in developing cortical excitatory neurons, we utilized a β-catenin (*Ctnnb1*) mouse that harbors loxP sites flanking exon 3 (*Ctnnb1*^*Ex3*^*:Neurod6*) (Harada et al., 1999). Exon 3 encodes the residues that GSK-3 phosphorylates to signal β-catenin degradation; thus deleting exon 3 stabilizes β-catenin. Using a β-catenin antibody directed at the residues encoded by exon3 verified a reduction in this protein fragment at P0 as expected after *Neurod6*-mediated recombination (Figure 6C,H). Migration of Cux1 neurons was entirely normal in these animals (Figure 6A, Figure 6—figure supplement 1A). Further, in contrast to *Gsk3:Neurod6*, *Ctnnb1*^*Ex3*^*:Neurod6* mice survive, breed, and have no overt behavioral phenotype. They display a rostral midline defect resulting from lack of the hippocampal commissure (data not shown), as seen in other models using stabilized β-catenin (Chenn and Walsh, 2003).

**Figure 6.**
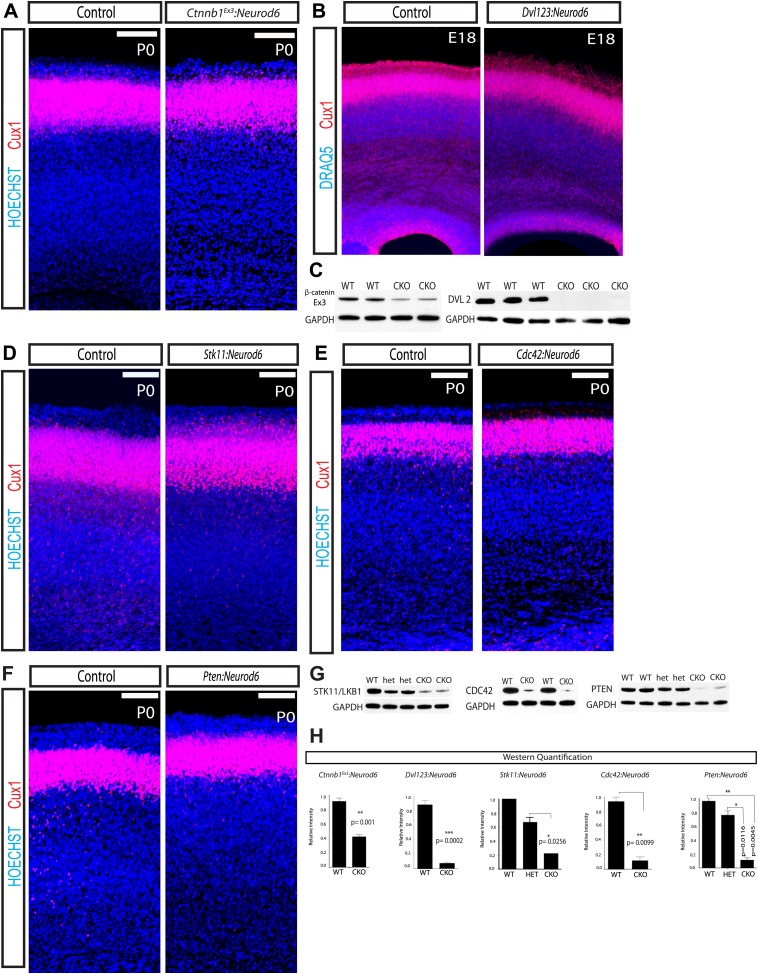
Lamination in other signaling mutants. (**A**) P0 representative coronal sections of control (heterozygous for floxed allele) and *Ctnnb1*^*Ex3*^*:Neurod6* mutants stained for Cux1 (red) and Hoechst (blue). (n = 5) Scale bar = 100 μm. (**B**) E18 Coronal sections of control and *Dvl123:Neurod6* showing Cux-1 (red) and DRAQ5 (blue) staining. Cux-1 neurons reach layer 2/3 in both controls and *Dvl123:Neurod6* triple mutants. (n = 3). (**C**) Western blot verification of protein deletion after recombination of floxed alleles with *Neurod6*-*Cre. Ctnnb1*^*Ex3*^*:NeuroD6* (n = 3 WT, n = 3 CKO), *Dvl123:NeuroD6* (n = 3 WT, n = 3 CKO). GAPDH was probed as a loading control. (**D–F**) P0 representative coronal sections of control (heterozygous for floxed allele) and indicated mutant lines stained for Cux1 and Hoechst. Scale bars are 100 μm, at least n = 5 per line. (**G**) Western blot verification of protein deletion in mutant lines. GAPDH was probed as a loading control. N's refer to numbers of mutants and paired controls. *Stk11:Neurod6* (n = 2), *Cdc42:Neurod6* (n = 2), *Pten:Neurod6* (n = 3). (**H**) P0 Western Blot quantification of *Ctnnb1*^*Ex3*^*:Neurod6*, *Dvl123:Neurod6*, *Stk11:Neurod6*, *Pten:Neurod6* and *Cdc42:Neurod6* lines. **DOI:** http://dx.doi.org/10.7554/eLife.02663.015

**Figure 6—figure supplement 1.**
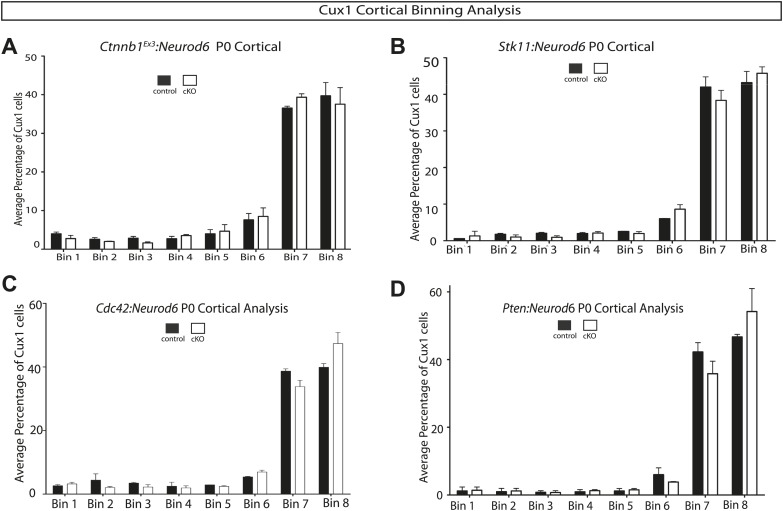
Quantification of lamination in other signaling mutants. (**A–D**) P0 quantification of Cux1 expressing neurons using 8 Bin quantification in conditional mutants and control shown in Figure 6. (**A**) *Ctnnb1*^*Ex3*^*:Neurod6,* (**B**) *Stk11:Neurod6,* (**C**) *Cdc42:Neurod6,* (**D**) *Pten:Neurod6*. (n = 2 het control mice, n = 2 CKO mice per line). Between 2000 and 3000 Cux1 neurons were scored in each of the control pairs and each of the mutant pairs. **DOI:** http://dx.doi.org/10.7554/eLife.02663.016

For additional assessment of the role of β-catenin signaling, we performed global analysis of GSK-3 transcriptional targets at E18 in control and *Gsk3:Neurod6* cortical lysates using Affymetrix microarray analysis. 

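The microarray compared dorsal cortex from 3 control embryos with that from 3 *Gsk3:Neurod6* embryos at embryonic day 18. Control embryos carried floxed *Gsk3b* alleles on a *Gsk3a* null background without Cre. The mutants also carried *Neurod6-Cre*, which removes exon 2 of *Gsk3b* in intermediate progenitors and in newly born excitatory neurons. The dissected tissue also holds cells that do not use this driver, such as interneurons and vessel cells, so each value is a mean over recombined and other cells. The paper describes the tissue as dorsal cortex, while the deposited labels place it in the future somatosensory area. The embryos came from 2 litters, and the sources used here do not assign embryos to litters. RNA of each embryo was hybridized to its own Affymetrix Mouse Gene 2.0 ST array, which reads a gene with many short probes spread over its exons. The authors processed the scans in Partek Genomics Suite and deposited 1 log2 value per array for each of 41345 transcript clusters, a cluster being the probes of a gene taken together. The normalization method is not given in the sources used here. Any pair of arrays correlated across genes at 0.994 to 0.997, where genes are not independent replicates. For the comparison, 23521 clusters with a single gene symbol were kept, and the brightest cluster was taken for each of 22180 genes. Clusters that name several genes (1814) or none (16010) were left out. Olfactory, vomeronasal and taste receptor genes gave a background level of 7.32, the 95th percentile of their means, and 13061 genes lay above it. This level is only a guide, because probes of different genes differ in brightness. Differences were tested with limma's moderated test and Benjamini-Hochberg adjustment. In simulated arrays with the spread of these 6, the same test found 75.8% of the genes changed by 1.5-fold and 96.7% of those changed by 2-fold. Each simulated set held 200 changed genes, and where fewer genes change the adjusted threshold is harder to reach. The shares found do not carry over to that case. The number of arrays limits the precision for single genes, since an exact permutation test of 3 embryos against 3 cannot give a two-sided p below 0.1.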

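Few single genes differed between control and *Gsk3:Neurod6* cortex. Several groups of genes showed small shifts, called by limma's camera with a preset correlation and not with one estimated from the arrays. The 1 gene past an adjusted p of 0.05 in limma was *Gm3279*, a noncoding RNA gene that neighbors *Neurod6* and is named here because of its values. It rose from 7.18 ± 0.20 (SD, n = 3) in controls to 9.52 ± 0.14 (SD, n = 3) in mutants, a log2 change of 2.34 (standard error 0.11, adjusted p = 0.000898 from limma). The control mean lies below the background level, so the size of this rise is less certain than its direction. The count of 1 became 4 when dim genes were left out, 27 with an intensity trend and a robust prior in limma, and 0 with an unmoderated test per gene, where *Gm3279* had an adjusted p of 0.427. *Neurod6*, the gene of neuronal differentiation whose locus drives the Cre, had 11.26 ± 0.06 (SD, n = 3) in mutants against 11.85 ± 0.05 (SD, n = 3) in controls, a log2 change of -0.60 (standard error 0.06, adjusted p = 0.0977 from limma). *Gucy1b1*, a subunit of soluble guanylate cyclase, had a log2 change of -0.63 (standard error 0.06, adjusted p = 0.0977 from limma). Both missed the threshold, and both passed when dim genes were left out (adjusted p = 0.00661 for each) or with the trend and robust prior (0.000138 for *Neurod6* and 0.000495 for *Gucy1b1*). Over the alternatives run, the adjusted p of *Neurod6* ranged from 0.000138 to 0.614. At an unadjusted p under 0.05, 1623 genes (7.32%) differed, 779 higher and 844 lower in mutants. The values of the groups did not overlap for 2943 genes (13.3%), where chance gives 10%.

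Genes of the cell cycle were lower in the mutants as a group by limma's camera with its preset correlation of 0.01 (adjusted p = 1.74e-10), a call lost with a correlation estimated from the arrays (adjusted p = 0.411 with an estimated correlation). Of 18 measured members, 17 had means below those of controls and 9 fell when adjusted over the list alone. Over all genes, 0 passed. Here and below, counts of members above or below controls compare group means, and single embryos of the groups can overlap. The median log2 change of this list was -0.20. *Bub1b*, of the spindle checkpoint, had a log2 change of -0.25 (standard error 0.06) and *Mcm2*, of the replicative helicase, had -0.22 (standard error 0.05). For intermediate progenitors and newborn neurons, the list was lower (4.50e-05, and 0.411 with an estimated correlation); 11 of 13 members were below controls, with a median of -0.16, and 3 fell when adjusted over the list alone against 0 over all genes. Among them were the proneural genes *Neurog2* (log2 change -0.29, standard error 0.07) and *Neurod4* (-0.26, standard error 0.07). The upper layer list was lower too (0.0253, and 0.681 with an estimated correlation). In it, 12 of 14 members were below controls with a median of -0.08, and 0 passed either adjustment; *Pou3f2* had -0.31 and *Pou3f3* had -0.21, both POU transcription factors of upper layer neurons. Astrocyte genes were higher as a group, with a median of 0.15 over 10 members (0.00456, and 0.411 with an estimated correlation). *Apoe*, a lipid carrier, rose by 0.26 when adjusted over the list alone, whereas *Gjb6*, a gap junction gene whose mean lies below the background level, fell by 0.29 in the same test. So was the list of 19 semaphorin signaling genes (0.0333, and 0.681 with an estimated correlation), of which 16 lay above controls with a median of 0.06, and the receptor gene *Plxnd1* (0.32) was the 1 member that rose when adjusted over the list alone, while the log2 change of *Sema6a* was 0.30.

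These were the 5 lists called out of 26 tested. With an estimated correlation 0 of the 26 passed, as with fry by direction, whose lowest adjusted p was 0.267. Another split of the arrays, control replicates 2 and 3 with mutant replicate 5 against the rest, also gave 5 called lists. The upper layer call ended without control replicate 3 (adjusted p = 0.176) or mutant replicate 5 (0.275). The semaphorin call ended without control replicate 2 (0.123) or 3 (0.0542) or without mutant replicate 6 (0.371) or 7 (0.0650), and array weights ended both (0.0871 and 0.0706). Mutant replicate 6 also stood apart in *Xist*, at 11.89 against 5.77 to 6.18 on the other 5 arrays, and with *Xist* as a covariate the adjusted p of the semaphorin list was 0.377.

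**Figure D1:**
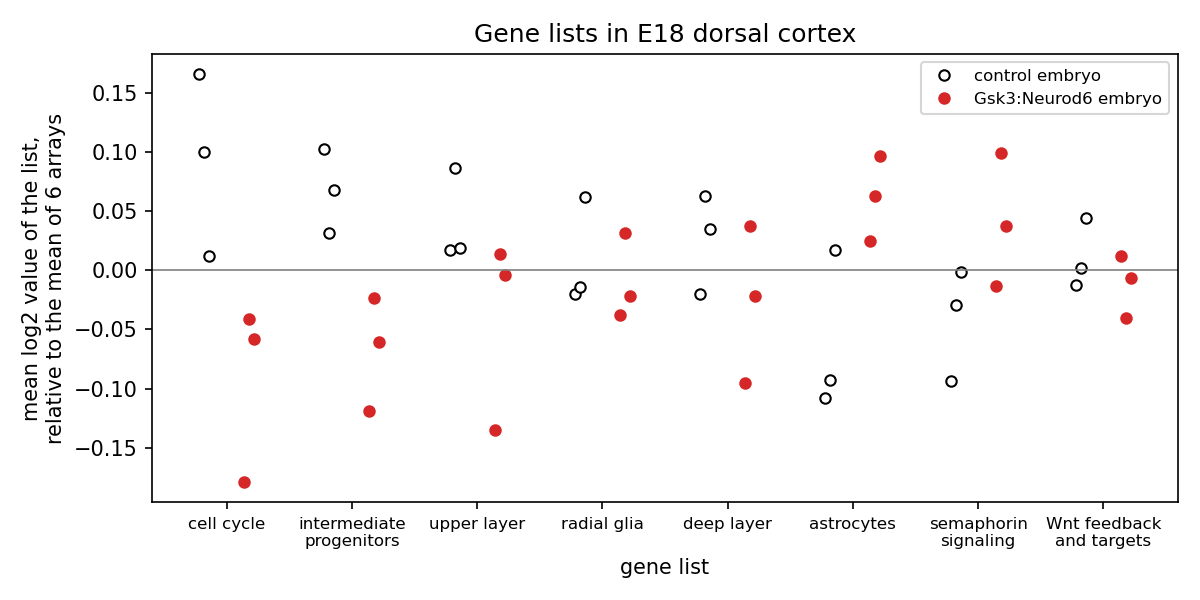
Mean log2 value of each gene list on each array, relative to the mean of the 6 arrays (vertical axis), for 8 lists (horizontal axis). Each open point is 1 control embryo and each red point 1 *Gsk3:Neurod6* embryo. For cell cycle the mutants lie between -0.18 and -0.04 and the controls between 0.01 and 0.17, and for radial glia the groups overlap.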

Consistent with loss of *Gsk3* in our conditional mutants, probe level information specific to exon 2 of *Gsk3b* showed that exon 2 was decreased by an average 2.15-fold. However, classic Wnt pathway target genes downstream of β-catenin/(TCF)/LEF-1 transcription factors, including CyclinD1, Brachyury, Wisp1, Cdx1, and Engrailed2 were unchanged (data made available in GEO, GSE58727). 

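Over its whole transcript cluster, *Gsk3b* was not lower in *Gsk3:Neurod6* cortex. The control embryos had log2 values of 12.03, 12.00 and 11.99 and the mutants 11.99, 12.06 and 12.15. The means were 12.01 ± 0.02 (SD, n = 3) and 12.06 ± 0.08 (SD, n = 3), a log2 change of 0.06 with a 95% confidence interval from -0.09 to 0.20 (adjusted p = 0.901 from limma). An exact two-sided permutation test of the same values gave p = 0.300. This value is a summary of probes along the whole gene, so it does not separate the exon that Cre removes, and it is not a check of the deletion. Separate values for exon 2 were not analysed here. The other kinase gene, *Gsk3a*, null in both groups, shares its cluster with other gene names and was not analysed here.

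Transcripts of the listed GSK-3 substrates and microtubule regulators differed little. The list leaves out some substrates that the paper names, such as neurogenin. *Neurog2* had a log2 change of -0.29 and *Neurog1* of -0.13 (adjusted p = 0.495 and 0.755 from limma). Of 18 measured genes for GSK-3 substrates and microtubule regulators, 17 had means above those of controls, by at most 0.09 on the log2 scale. Of these 18, 0 passed the test over all genes or adjusted over the list alone. Their median log2 change was 0.04, and camera gave an adjusted p of 0.0627 with the preset correlation and 0.681 with an estimated correlation. With the intensity trend the list passed (adjusted p = 0.00592), as it did without mutant replicate 5 (0.0136). *Dcx*, the microtubule-associated doublecortin, had a log2 change of 0.04 (standard error 0.06, adjusted p = 0.929 from limma), and *Dpysl2*, which encodes CRMP-2, had 0.03 (standard error 0.05, adjusted p = 0.948). The smallest p values of the list were those of *Dclk1*, a relative of *Dcx*, at 0.09 (adjusted p = 0.804) and *Stmn2*, a tubulin-binding protein of growth cones, at 0.08 (adjusted p = 0.814).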

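Of the 5 target genes the paper names, 4 were measured, and none of them passed the test. *Ccnd1*, the gene of the G1 cyclin D1, had 9.31 ± 0.07 (SD, n = 3) in *Gsk3:Neurod6* cortex and 9.23 ± 0.05 (SD, n = 3) in controls, a log2 change of 0.08 (95% confidence interval -0.07 to 0.22, adjusted p = 0.850 from limma). *Wisp1*, listed as *Ccn4*, a secreted matrix protein, had a log2 change of -0.10 (-0.25 to 0.06, adjusted p = 0.812). For *Cdx1*, a homeobox gene of the posterior embryo, it was -0.08 (-0.26 to 0.09, adjusted p = 0.873), and for the homeobox gene *En2* 0.00 (-0.16 to 0.15, adjusted p = 0.997). For these 4 genes the upper ends of the intervals correspond to ratios of mutant to control of 1.04 to 1.17 and the lower ends to 0.838 to 0.953, so that a 1.5-fold change lies outside each of them. *Ccn4* and *En2* have means below the background level of the array, where a change could be hidden, and *Cdx1* lies just above it at 7.52 in controls. Brachyury was not analysed here, since no cluster was named for it. Across the alternative settings the lowest adjusted p of any of the 4 was 0.469.

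A wider list of 20 measured feedback and target genes of β-catenin had 8 above controls and 12 below, with a median log2 change of -0.01. Of its members, 0 passed the test over all genes or adjusted over the list alone. Only 11 of the 20 lie above the background level, so a change in the others could be hidden. The smallest p values belonged to *Wif1*, a secreted Wnt inhibitor whose mean lies below the background level, at -0.17 (adjusted p = 0.758) and *Bambi*, at -0.10 (adjusted p = 0.760). *Axin2*, a feedback gene used as a reporter of the pathway and named after its values were seen, had a log2 change of 0.07 (standard error 0.06, adjusted p = 0.865), and *Lef1* likewise -0.07 (standard error 0.07, adjusted p = 0.887). Camera gave an adjusted p of 0.453 for this list and 0.651 for the paper's targets, and 0.681 and 0.744 with an estimated correlation. Among 25 components of the pathway 0 passed, with a median of 0.03 (camera adjusted p = 0.662, and 0.925 with an estimated correlation). *Sfrp1*, a secreted Wnt antagonist made by cortical progenitors, had the largest difference of these at -0.37 (standard error 0.09, adjusted p = 0.495). *Tcf7l2*, a transcription factor that β-catenin binds and whose mean lies below the background level, had -0.12 (adjusted p = 0.717). The log2 change of *Ctnnb1* itself was -0.04 (adjusted p = 0.930), and those of *Dvl1*, *Dvl2* and *Dvl3* were 0.08, -0.05 and 0.03. The paper used the arrays as a further assessment of β-catenin signaling beside its stabilized β-catenin mice. It reports the target genes as unchanged, and from its mice with stabilized β-catenin or without *Dvl* genes it proposes that GSK-3 acts on migration by another route than the Wnt/β-catenin cascade.

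**Figure D2:**
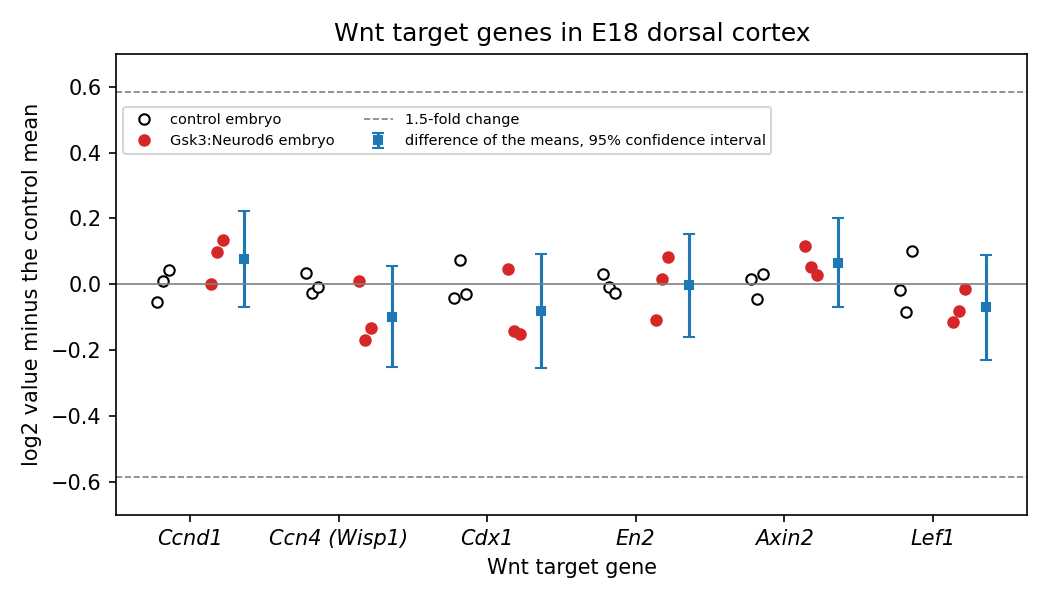
Log2 value of each array minus the control mean (vertical axis) for 6 Wnt target genes (horizontal axis). Open points are control embryos, red points *Gsk3:Neurod6* embryos, and blue squares with bars the difference of the means with its 95% confidence interval; dashed lines mark a 1.5-fold change. Each of the 6 intervals spans 0 and lies within the dashed lines.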

Finally mice in which β-catenin signaling is abrogated after *Neurod6-Cre* mediated recombination (*Ctnnb1*^*loxp/loxp*^*:Neurod6)* also show no change in migration of Cux1 neurons (ES Anton, personal communication, June 2014).

To further assess a potential role of Wnt/β-catenin signaling in cortical lamination, we created a conditional dishevelled 2^loxp/loxp^ (*Dvl2*) mouse (Ohata et al., 2014). We then generated a triple mutant by crossing our floxed *Dvl2*^*loxp/loxp*^ with existing *Dvl1* and *Dvl3* nulls and the *Neurod6-Cre* line (*Dvl123:Neurod6*). Deletion of all three *Dvls* presumably completely abrogates Wnt signaling via the canonical pathway. A robust decrease of DVL2 protein (91%) was observed in P0 cortical lysates from *Dvl123:Neurod6* mutants when compared to Cre^−^ *Dvl2*^*loxp/loxp*^ controls (Figure 6C,H). These mice are born but die immediately at P0. Remarkably, lamination in the triple allele mutant *Dvl123:Neurod6* appears relatively normal at E18 (Figure 6B). This result further supports the idea that GSK-3 regulation of migration is not mediated by the WNT/β-catenin cascade.

### Surprising lack regulation by STK11 (LKB1), CDC42, and PTEN

Recent work utilized RNAi and GSK-3 S9A mutant constructs to conclude that STK11 (LKB1) inactivation of GSK-3 via ser9 phosphorylation alters neuronal migration (Asada and Sanada, 2010). However, *Gsk3* knock-in S9A/S21A *Gsk3* ‘constitutively active’ mice develop normally and migration defects have not been reported (Jiang et al., 2005; Gartner et al., 2006). To further address the issue of GSK-3 inhibition downstream of STK11, we genetically deleted *Stk11* from developing excitatory neurons *(Stk11:Neurod6*). *Stk11:Neurod6* mutant mice die around P20. Western blot analysis verified a 66% decrease in STK11 (LKB1) protein in *Stk11:Neurod6* mutant mice when compared to heterozygous littermate controls (Figure 6G,H). Perhaps surprisingly, no gross lamination abnormalities were observed (Figure 6D, Figure 6—figure supplement 1B). Thus in our hands, STK11 (LKB1) regulation of GSK-3 activity is not essential for radial-guided neuronal migration in vivo.

We also deleted a key regulator of Par6-aPKC, *Cdc42*, using *Neurod6-Cre*. aPKCs are also known to phosphorylate Ser9/Ser21 of GSK-3 (Etienne-Manneville and Hall, 2003). *Cdc42:Neurod6* mutants also die shortly after birth, but again we observed no gross lamination defect in these mutant mice (Figure 6E, Figure 6—figure supplement 1C). Western blot analysis verified an 87% decrease in CDC42 protein levels in mutants when compared to littermate wild type controls at P0 (Figure 6G,H).

In receptor tyrosine kinase (RTK) cascades, GSK-3 lies downstream of PI3K/ AKT signaling. Signals transduced through this cascade inhibit GSK-3 via phosphorylation on Ser9/Ser21 (Hur and Zhou, 2010). The phosphatase PTEN suppresses PI3K signaling. To determine if PI3K signaling affects migration, we genetically deleted *Pten* in neurons using *Neurod6-Cre*. Western blot analysis at P0 revealed an 88% decrease in PTEN protein in our conditional knockouts when compared to littermate wild-type controls (Figure 6G,H). Though *Pten:Neurod6* mutants die around birth, no overt lamination defects were observed (Figure 6F, Figure 6—figure supplement 1D).

These findings taken together suggest that regulation of GSK-3 phosphorylation at ser9/ser21 is not important in the control of radial migration.

### Reduced phosphorylation of DCX and CRMP-2 in GSK-3 mutants

To determine the status of relevant GSK-3 targets, we conducted western blot analysis of GSK-3 substrates that have been implicated in migration regulation. Recently, the key migration regulator doublecortin (DCX) was shown to be a GSK-3 substrate (Bilimoria et al., 2010). In P0 cortical lysates of *Gsk3*^*loxp*^*:Neurod6* mutants, we observed a 61% decrease in phosphorylated DCX on Ser327 (Figure 7A–A'). These results demonstrate that DCX is importantly regulated by GSK-3 in developing cortical neurons.

**Figure 7.**
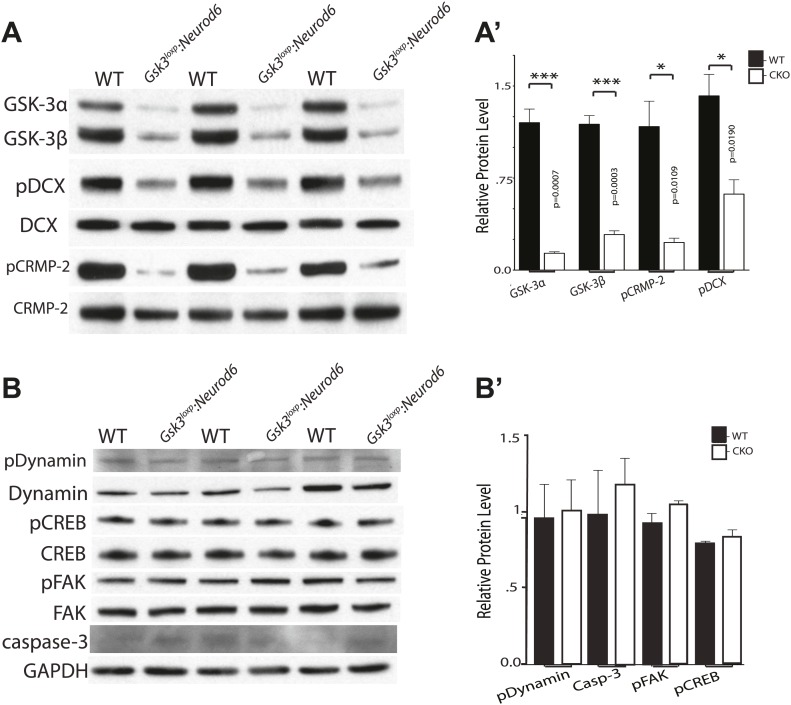
Phosphorylation status of GSK-3 substrates. (**A–A'**) Western blots of P0 cortical lysates from *Gsk3*^*loxp*^*:Neurod6* mutants and wild-type controls performed in triplicate. Levels of GSK-3 proteins and phospho-target proteins are shown. Strong reductions in phosphorylation of doublecortin on ser327/Thr321 and CRMP-2 on Thr514 are evident. (**A'**) Quantification of relative densities from **A**. p values shown in figure (n = 3, unpaired t-test) (**B–B'**) Western blots of cortical lysates at P0 showing levels of other GSK-3 targets. No changes were observed in phosphorylation of dynamin, pCREB, or pFAK. No change was observed in cleaved caspase-3. GAPDH was used as a loading control. (**B'**) Quantification of relative protein densities (n = 3, unpaired t-test). **DOI:** http://dx.doi.org/10.7554/eLife.02663.017

CRMP-2 family proteins have also recently been implicated in control of radial migration (Ip et al., 2014). We found an 80% decrease in phosphorylated CRMP-2 on Thr514 in P0 cortical lysates from *Gsk3*^*loxp*^*:Neurod6* mutants (Figure 7A–A'). Changes in the phosphorylation status of DCX and CRMP-2 have been implicated in migration control, raising the possibility that reduced functions of these proteins toward microtubules are responsible for the effects of *Gsk3* deletion.

GSK-3 regulation appeared to be surprisingly specific. Thus, we did not detect changes in pSer722 FAK (Bianchi et al., 2005), pSer744 dynamin-1 (Clayton et al., 2010), and pSer129 CREB (Fiol et al., 1994; Bullock and Habener, 1998) (Figure 7B–B'). Presumably other kinases contribute to phosphorylation of the putative GSK-3 sites in vivo. However, we cannot rule out changes that would be masked by the dilution effect of non-recombined cells, changes confined to specific cellular compartments, or changes that might be more apparent later in development. There was no increase in cleaved caspase-3 staining or other evidence of apoptosis in the mutants at P0 (Figure 7B–B'). We did see increases in cleaved caspase-3 staining in cortex in *Gsk3*^*loxp*^*:Neurod6* mice starting at later postnatal stages and these changes currently under investigation (data not shown).

## Discussion

### Overview

In this work, we have documented a cell autonomous requirement for GSK-3 signaling in migration and dendritic orientation of cortical excitatory neurons. GSK-3 activity is critical for the radial migration of later born, Cux1-expressing neurons in all regions of cortex, and for radial migration in the hippocampus. The GSK-3 requirement is specific for radial migration as tangential migration proceeded despite *Gsk3* deletion. GSK-3 regulation of migration appears to be independent of Wnt/β-catenin and PI3K signaling. Rather, *Gsk3* deletion is associated with striking reductions in phosphorylation of key microtubule regulatory proteins, DCX and CRMP-2.

### GSK-3 regulation of cortical neuronal development

Our work builds on a growing body of evidence establishing critical requirements for GSK-3 in cortical neuronal development, with GSK-3 signaling having different functions at different developmental stages. In radial progenitors, GSK-3 is a critical mediator of proliferation via regulation of β-catenin (Kim et al., 2009). At later stages, recent work has demonstrated that GSK-3 is a key mediator of the amplification of the INP pool via interactions with the scaffolding protein Axin (Fang et al., 2013). Axin-GSK-3 binding in the cytoplasm is clearly required for expansion of the INP pool, although the mechanism of GSK-3 action was not specified in this study. Interestingly, β-catenin regulation of transcription in the nucleus was required for differentiation of INPs into neurons. These effects of GSK-3 signaling on radial progenitors and INPs are presumably a strong determinant of final cortical neuronal number in mature animals.

We now find that excitatory neuron development is also under important GSK-3 regulation. Thus, Cux1-expressing neurons require GSK-3 signaling for timely multipolar to bipolar transition and migration along radial processes. Deeper layer neurons expressing Tbr1 were not strongly influenced, but we cannot be certain that GSK-3 protein was fully depleted in these earlier born neurons at the time migration was occurring. The behavioral consequences of migration failure and dendritic arbor abnormalities could not be assessed due to early death of the *Gsk3*-mutant animals. Whether death was due to cortical abnormalities or defects in other cells that underwent recombination with *Neurod6-Cre* could not be determined. However, even a very mild form of this type of migration defect would presumably be catastrophic for human brain development.

In contrast to regulation of progenitor proliferation and neural differentiation, GSK-3 regulation of radial migration appears to be independent of Wnt/β-catenin signaling. Thus, neither the stabilization of β-catenin nor deletion of all *Dvl*s in developing cortical neurons using the *Neurod6-Cre* driver produced major defects in cortical layering. Interestingly, the migration defect also appears to be independent from a migration defect associated with mutations of the schizophrenia-associated protein, DISC1. DISC1 regulates progenitor proliferation via interactions with GSK-3, decreased GSK-3 kinase activity and, ultimately, increased β-catenin signaling (Mao et al., 2009). Interestingly, a recent study demonstrated that DISC1 regulates migration independently of GSK-3 via effects on the centrosome (Ishizuka et al., 2011). However, our work reported here clearly demonstrates that GSK-3 also has a critical role in the regulation of cortical neuronal migration.

Radial migration is an enormously complex process requiring timely progenitor differentiation, dramatic morphological change, intricate mechanisms for cell and nuclear movements, and dynamic sensing of multiple cues that start and stop the process. Not surprisingly, GSK-3 joins dozens of other molecules implicated in the control of radial migration (see Ayala et al., 2007 for review). Comparisons with the literature suggest that effects of GSK-3 deletion are among the most severe that have yet been observed.

Interestingly, GSK-3 importantly regulates multiple proteins implicated in migration and is an important mediator in several of the signaling pathways involved. Thus GSK-3 is known to phosphorylate DCX (Bilimoria et al., 2010), FAK (Bianchi et al., 2005), dynamin (Clayton et al., 2010), neurogenin (Li et al., 2012), CRMP-2 (Uchida et al., 2005; Yoshimura et al., 2005), and MAP1B (Trivedi et al., 2005). Further, GSK-3 mediates Reelin signaling (Beffert et al., 2002), LKB1 effects (Asada and Sanada, 2010), Cdc42 effects (Etienne-Manneville and Hall, 2003), integrin signaling (Guo et al., 2007), semaphorin signaling (Eickholt et al., 2002; Uchida et al., 2005), and other pathways that have been implicated in control of radial migration. Finally, GSK-3 shares multiple substrates with cdk5, a kinase that is situated among the most important regulators of neuronal migration and acts as a ‘priming’ kinase for GSK-3 signaling (Xie et al., 2006).

Clearly GSK-3 effects on neuronal development extend well beyond the phase of migration. For example, although dendritic arbors form, abnormalities in dendritic orientation were striking in *Gsk3*-deleted neurons. Importantly, interference with semaphorin signaling mediators also produces abnormalities of apical process development and orientation of basal dendrites (see below).

### Mechanisms of GSK-3 regulation

In general, GSK-3 acts via two classes of mechanisms: one where GSK-3 activity inhibits substrate function or availability and another where GSK-3 activity is required for substrate function. Therefore, we might expect *Gsk3* deletion to enhance processes normally inhibited by GSK-3 activity and to inhibit processes that require GSK-3 activity.

Multiple studies have suggested that inhibition of GSK-3 kinase activity is important for morphological functions such as establishment of neuronal polarity and cellular migration. The effects of GSK-3 inhibition are thought to be mediated by dephosphorylation of CRMP-2, APC and other cytoskeletal mediators with resulting stabilization of microtubules at the tips of axons (Etienne-Manneville and Hall, 2003; Jiang et al., 2005; Yoshimura et al., 2005; Hur and Zhou, 2010). Another recent study employing in utero electroporation suggested that an STK11(LKB1)/GSK-3 pathway resulting in GSK-3β ser9 phosphorylation and APC localization at the leading edge was important in cortical neuronal migration (Asada and Sanada, 2010).

In the studies outlined above, inhibition of GSK-3β kinase activity is indicated by phosphorylation on Ser9 and inhibition of GSK-3α by phosphorylation on Ser21. However, a major unresolved paradox is that mice *with Gsk3a and Gsk3b* point mutation knock-ins that prevent ser9 and ser21 phosphorylation respectively do not exhibit widespread morphological abnormalities (Gartner et al., 2006). Similarly, truncation mutants of the *Drosophila* GSK-3 homologue, *Shaggy*, that lack inhibitory phosphorylation sites are not associated with morphological abnormalities (Papadopoulou et al., 2004). In the context of neuronal migration, although GSK-3 ser9/21 phosphorylation is enhanced downstream of Reelin signaling (Beffert et al., 2002; Gonzalez-Billault et al., 2005), GSK-3β kinase activity towards the important substrate MAP1B is actually increased rather than diminished (Gonzalez-Billault et al., 2005). Finally, our findings reported here do not support critical roles in radial migration for STK11, CDC42, or PTEN, all of which are known to regulate GSK-3 ser9/21 phosphorylation. These findings, taken together, raise questions about the importance of negative regulation of GSK-3 via Ser9/21 phosphorylation on functions of microtubule binding proteins related to migration in vivo.

Our results demonstrate that *Gsk3* deletion blocks radial migration and that *Gsk3* over-expression may enhance it. Thus our results are more in line with a mechanism in which GSK-3 activity is required for normal substrate function. Several proteins have been shown to require GSK-3 kinase activity for normal function. These include DCX where GSK-3 mediated phosphorylation is thought to be required for DCX's actions in regulating axon branching and possibly in migration (Bilimoria et al., 2010). Additional examples possibly relevant to migration are GSK-3 regulation of FAK phosphorylation at ser722 (Bianchi et al., 2005) and dynamin-1 phosphorylation of ser774 (Clayton et al., 2010). GSK-3 phosphorylation regulates functions of these proteins in complex ways, but possibly enhances functions that may be required for neuronal migration.

A well-studied example of a pathway that is associated with upregulation of GSK-3 activity is semaphorin signaling. Semaphorin family members have multiple roles as chemorepellants and chemoattractants for many classes of axons and dendrites (for review see Pasterkamp, 2012). Semaphorin signaling strongly activates GSK-3 (Eickholt et al., 2002) resulting in phosphorylation of a key MAP, CRMP-2 (Uchida et al., 2005), as well as other CRMP family members (Cole et al., 2006; Yamashita and Goshima, 2012). Intriguingly, during neuronal polarization semaphorin signaling is associated with suppression of axons, and formation of dendrites (Shelly et al., 2011), consistent with the idea that dephosphorylated CRMP-2 may favor axon formation, whereas phosphorylated CRMP-2 may be critical to proper formation of dendritic arbors.

Importantly, migration and dendritic abnormalities that we have described here are consistent with cortical neuron phenotypes reported due to manipulation of semaphorin and CRMP signaling. Interfering with semaphorin, NP1 or Plexin via silencing RNAs and gene knockouts has been reported to interfere with radial migration (Chen et al., 2008; Renaud et al., 2008). Application of exogenous semaphorin supports apical process formation (Polleux et al., 2000). Further, reduced semaphorin signaling causes bifurcation of CA1 pyramidal dendrites in the developing hippocampus (Nakamura et al., 2009). Downstream of semaphorins, interfering with CRMP functions has been reported to affect migration and result in branched apical dendrites and abnormal dendrite orientation (Yamashita et al., 2012; Yamashita and Goshima, 2012; Ip et al., 2012; for a review see, Ip et al., 2014). Finally, in the context of cortical neuronal migration, phosphorylation of CRMP-2 promotes migration. Thus a GSK-3 phosphomimetic CRMP-2 can rescue migration defects associated with knockdown of the semaphorin signaling mediator, α2-chimaerin (Ip et al., 2012). Taken together, these findings suggest that inhibition of CRMP2 phosphorylation at Thr514 in *Gsk3*-deleted neurons may partially explain the migration and dendritic orientation abnormalities we have observed.

### Conclusion

In sum, we have demonstrated a key cell autonomous role for GSK-3 signaling in regulating radial migration and dendritic orientation of cortical excitatory neurons. *Our Gsk3* deletion results are not in line with what might have been predicted from prior studies that have correlated ser9/21 phosphorylation with relief of negative GSK-3 phosphorylation and negative regulation of cytoskeletal-associated proteins. In particular, we do not find evidence that an STK11(LKB1)/GSK-3 inhibitory pathway is a key migration regulator. In contrast, our results are consistent with the idea GSK-3 phosphorylation of DCX and CRMP-2 is required for appropriate cytoskeletal regulation and migration. Finally, our data are consistent with the idea that GSK-3 activity is essential for the effects of semaphorin and CRMP-2 signaling on cortical neuronal development in vivo.

## Materials and methods

### Mice

Mice were cared for according to animal protocols approved by the Institutional Animal Care and Use Committees of the University of North Carolina at Chapel Hill. GSK-3 lines were generously provided by Jim Woodgett. *Gsk3a* mice possessing exon 2 deletions and *Gsk3a* and *Gsk3b* loxp flanked exon 2 mice have been previously described (Doble et al., 2007; MacAulay et al., 2007; Patel et al., 2008). *Gsk3:Neurod6* mice were generated by mating *Gsk3a*^*−/−*^*, Gsk3b*^*loxp/loxp*^ with *Neurod6:Cre* mice generously provided by Dr KA Nave (Goebbels et al., 2006). *Gsk3* mutant mice and *Neurod6-Cre* mice were maintained on mixed genetic backgrounds. For all experiments, four allele mutants were compared with littermate controls. Triple allelic male mutants (*Gsk3a*^*+/-*^*b*^*f/f*^*:Neurod6*) fail to survive into adulthood with death occurring around P25 for reasons not yet determined.

*Ctnnb1* exon 3 (*Ctnnb1*^*Ex3*^) floxed mice were previously described (Harada et al., 1999) and maintained on a mixed C57/Bl6 129 background. *Stk11*-floxed mice have been previously described (Bardeesy et al., 2002) and were maintained on a mixed C57/Bl6 129, CF1 background. *Pten*-floxed mice (Groszer et al., 2001), *Cdc42*-floxed mice were purchased from Jackson lab and have been previously described (Chen et al., 2006).

*Dvl2* floxed allele was generated in the UNC Neuroscience Center Molecular Neuroscience Core using conventional methodology (Ohata et al., 2014). *Dvl1* (Beier et al., 1992) and *Dvl3* (Tsang et al., 1996) mutant mice were purchased from The Jackson Laboratory (Bar Harbor, Maine) have been previously described. All *Dvl* mutant mice were maintained on a mixed background.

Results from mutants and control littermates shown in all of the figure panels were based on at least three experiments from independent litters, unless otherwise noted.

### In utero electroporation

Mice were anesthetized using 2,2,2-Tribromoethanol (4 mg/10 g mouse) or isofluorine, and embryos were exposed at E14.5 or E15.5. Plasmids were mixed with fast green and microinjected into the lateral ventricle of embryos using a picospritzer. Embryos were electroporated with five 50 ms pulses at 30–35V with a 950 ms interval and returned to the abdominal cavity. Plasmids used were: *Neurod1-Cre*, *lacZ/Egfp*, lox-STOP-lox Ai9, *Neurod1-Gsk3b*, and *Neurod1*-EGFP. A CF1 foster dam was used to aid postnatal survival studies. Depending on the experiment, mice were perfused at E19.5, P0, P10, or P15 with 4% paraformaldehyde (Sigma-Aldrich, St. Louis, MO) in phosphate buffered saline (PBS) and post fixed overnight.

### Ex vivo electroporation and organotypic cortical slice culture

Cortical progenitor cells were electroporated ex vivo at E15.5 as described previously (Hand et al., 2005). Briefly, E15.5 embryos were decapitated, plasmids were injected into lateral ventricle followed by electroporation with four 30V pulses that were 30–40 ms in duration and separated by a 100-ms interval. Following electroporation, brains were dissected and vibratome sectioned at 250 μm. Slices were transferred to Poly-D-Lysine and laminin coated culture insert (Millipore, Billerica, MA) in a FluoroDish (World Precision Instruments, Sarasota, FL), then 2 ml Basal Medium Eagle with FBS, N2 (Gemini Bio-Poducts, West Sacramento, CA), B27 (Life Technologies, Grand Island, NY), penicillin-streptomycin (Life Technologies), and L-glutamine (Life Technologies) supplements were added. Slices were cultured for 3 days at 37°C and live imaged using an Olympus FV1000 Confocal microscope with stage incubator.

### Cortical progenitor cultures

E14.5–15.5 dorsal cortices were electroporated with *Neurod1-Cre*; Z/EG, dissected in 4°C Hank's Balanced Salt Solution (HBSS) (Life Technologies) and dissociated into single cells using Trypsin (Life Technologies) according to previously described methods (Hand et al., 2005). Neurons were plated on glass bottom dishes (MatTek) coated with 0.1 mg/ml Poly-D-Lysine (Sigma) and 5 μg/ml Laminin (Sigma). Cells were cultured in Neuralbasal-A Medium (Life Technologies), supplemented with 1X B-27 (Gibco, 17,054-044), L-glutamine (Life Technologies), penicillin-streptomycin (Life Technologies), N2 (Life Technologies), and FBS. Neurons were fixed with 4% PFA and stained for stage progression analysis.

### Western Blotting

Mouse cortices were dissected from three control (*Gsk3a*^*−/−*^*Gsk3b*^*loxp/+*^*:Neurod6*) and mutant (*Gsk3:NeuroD6*) or three control (*Gsk3a*^*loxp/loxp*^*Gsk3b*^*loxp/loxp*^) and three mutant (*Gsk3a*^*loxp/loxp*^*Gsk3b*^*loxp/loxp*^*:NeuroD6*) mice from independent litters, collected in RIPA lysis buffer supplemented with protease and phosphatase inhibitors and cleared by centrifugation. Proteins were separated on SDS-PAGE gradient gels, transferred to a PVDF membrane and probed for proteins of interests and secondary HRP-conjugated antibodies were used for detection. Blots were washed and detection was performed with a commercially available ECL kit. ImageJ software (NIH) was used for quantification of band intensities, and intensities were normalized with total protein or the load control. Statistical analyses were conductive using Prism (GraphPad Software Inc., La Jolla, CA). Differences were considered statistically significant at p<0.05 and are included in each figure. The following antibodies were used: GSK-3 (Invitrogen, Carlsbad, CA), Actin (Cell Signaling Technology Inc., Danvers, MA), pFAK ser722 (Santa Cruz Biotechnology, Inc., Dallas, TX), FAK (Cell Signaling Technology Inc), pCRMP-2 Thr514 (Cell Signaling Technology Inc), CRMP-2 (Cell Signaling Technology Inc), pCREB ser129 (Santa Cruz Biotechnology, Inc.), CREB (Santa Cruz Biotechnology, Inc.), pDCX ser327, DCX (Cell Signaling Technology Inc.), pDynamin-1 ser744 (Santa Cruz Biotechnology, Inc.), Dynamin-1 (Santa Cruz Biotechnology, Inc.), PTEN (Cell Signaling Technology Inc.), LKB1 (Upstate), β-catenin (Cell Signaling Technology Inc), DVL2 (Cell Signaling Technology Inc), GAPDH (Cell Signaling Technology Inc), Cleaved Caspase-3 (Cell Signaling Technology Inc).

### Immunohistochemistry

Briefly, 100–150 μm free-floating vibratome sections of brains were collected in PBS, blocked with 5% normal serum in PBS with 0.1% Triton X-100 and incubated with primary antibodies in blocking solution overnight at 4°C. Cryosectioned tissue samples were immunostained as previously described (see Newbern et al., 2011). P15 in utero vibratome sections were blocked with 5% normal serum in PBS with 0/1% Triton X-100 and 2% DMSO, and incubated with primary antibodies for 3 days. Slices were rinsed with PBST for 24 hr and incubated with secondary antibodies for 3 days in PBS with 0/1% Triton X-100.

The following primary antibodies were used in our study: L1 (Millipore), Cux1 (Santa Cruz Biotechnology, Inc.), Neuronal Nuclei (Millipore), GFP (Aves Labs, Inc., Tigard, OR), CTIP2 (Abcam, Cambridge, MA) DRAQ5 (Fisher), TBR1 (Abcam, Cambridge, MA), HOECHST (Sigma), RFP (Rockland, Gilbertscille, PA). After rinsing, sections were then incubated with Alexa-conjugated secondary antibodies (Invitrogen) overnight at 4°C, rinsed three times in PBS, and mounted with gel/mount (Sigma).

### Quantification of cortical layering

*Gsk3* overexpression analysis was conducted with *Neurod1-Cre* and lox-STOP-lox-Ai9 plasmids as control and *Neurod1-Gsk3b* and *Neurod1*-eGFP plasmids for overexpression. Electroporations were performed at E14.5 and analyzed at E19.5. For controls and *Gsk3* over-expression, multiple comparable cortical sections were analyzed. For analysis of layering, the cortical plate was equally divided into eight bins, and cells in each bin were counted using ImageJ software. Bin 7–8 included layers 1–3. The percentage of GFP+ neurons in each bin were determined from multiple comparable sections.

Postnatal day 10 analysis after in utero electroporation was conducted with *Gsk3a*^*+/−*^*Gsk3b*^*loxp/loxp*^ control *Gsk3*^*−/−*^*Gsk3b*^*loxp/loxp*^ embryos. EGFP-filled neurons were counted and localized to either upper or deeper layers of cortex. Differences were considered statistically significant at p≤0.05 using an unpaired t-test.

Lamination quantification of mutant mice at P0 (*Gsk3*^*loxp*^*:Neurod6*, *Gsk3:Dlx5/6*, *Ctnnb1*^*Ex3*^*:Neurod6*, *Dvl123:Neurod6*, *Stk11:Neurod6*, *Cdc42:Neurod6*, *Pten:Neurod6*) was conducted using heterozygous controls (Cre+, loxP/+) compared to conditional knockouts. Vibratome sections (3–5 per mouse) were imaged at 40X with a 2.4-μm optical slice and Cux-1 cells were counted in an 8 bin analysis. Data were quantified as average percentage of Cux-1 neurons per bin with differences considered statistically significant at p≤0.05 using an unpaired t-test. Note that the histograms for controls Figure 2 and Figure 6—figure supplement 1 (based on a total of 10 control animals) all look very similar reflecting the fact that almost all Cux1 neurons have reached Layer 2–3 by P0 in control mice. The histogram for the *Gsk3* mutants in Figure 2 is drastically different and reflects the distribution of Cux 1 neurons observed by inspection in many additional *Gsk3:Neurod6* and *Gsk3*^*loxp*^*:Neurod6* mice. In contrast, the histograms showing Cux1 neuron distribution for the other mutants were indistinguishable from controls.

Determination of number of Cux1 neurons at P0 in *Gsk3*^*loxp*^*:Neurod6* mice with *Gsk3a*^*loxp/loxp*^*Gsk3b*^*loxp/WT*^*:Neurod6* heterozygous as controls was performed as follows: Three 100-μm thick vibratome sections were imaged and one to two 100-μm cortical columns were obtained per slice for a total of five columns per mouse. Total Cux1 cells and total cell numbers were counted using an 8 bin analysis with ImageJ software. Data were quantified as average percentage of Cux1/total per bin and differences were analyzed using an unpaired t-test.

### Image Acquisition and analysis

Images were collected on Zeiss LSM 710 and Zeiss LSM 780 confocal microscopes. Z-stack images were collected with 10X or 20X objectives and tiled together to generate high-resolution images of whole brain sections. Binned quantification images were taken using a 20× objective and a 2-μm optical slice. Randomly identified sections of the electroporated area in presumptive somatosensory cortex were imaged for quantification. Live imaging of migrating neurons was acquired on an Olympus FV1000 Confocal microscope with stage incubator. On average, 40 μm Z-stack images were acquired and merged every 30–60 min for 8–20 hr. A 40X objective at a 0.8-μm optical slice was used for GSK-3^loxp^:Nex cux-1 cell counting.

### Dendritic arborization

P15 in utero experiments used *Gsk3a*^*+/+*^*Gsk3b*^*loxp/loxp*^ control *Gsk3a*^*−/−*^ *Gsk3b*^*loxp/loxp*^ or *Gsk3a*^*loxp/loxp*^ *Gsk3b*^*loxp/loxp*^ embryos. Images for the dendritic arbor reconstruction were acquired on a Zeiss LSM 7 MP multiphoton system using a W-PlanApochromat 20x/1.0 IR-corrected water immersion objective. On average, Z-stacks were acquired from 90 to 100 μm range with 0.65 μm steps. Dendritic reconstructions were performed using Neurolucida. A total of 15 control and 15 *Gsk3*-deleted cells from three mice each were reconstructed for dendritic analysis. Apical and basal dendrite polarity was quantified by generating dendrograms (Neurolucida) from reconstructed images. Sholl analysis calculated the number of dendrite intersections and dendritic lengths, Sholl quantification was conducted with an initial 15-μm somal radius and 20 μm concentric radial steps.

### Microarray

Dorsal cortices were dissected from three E18 control (*Gsk3a*^*−/−*^*Gsk3b*^*loxp/loxp*^) and mutant (*Gsk3;Neurod6*) embryos derived from two independent litters. RNA was prepared using the MiRNAeasy kit (Qiagen, Valencia, CA) and analyzed using the Affymetrix Mouse Gene 2.0 St array (Affymetrix, Santa Clara, CA). 

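At a change of at least 1.5-fold, 26 of 22180 genes on the arrays differed between control and *Gsk3:Neurod6* cortex, 16 higher and 10 lower in the mutants. This balance was not stable, as falls outnumbered rises with array weights (16 higher and 26 lower) and without mutant replicate 5 (24 higher and 26 lower). The fold criterion carries no test, and 19 of the 26 (12 higher and 7 lower) also had an unadjusted p under 0.05 in limma. Above the background level of the array lay 14 of the 26. The largest rise apart from *Gm3279* and *Xist* was that of *Baiap2l1*, an actin-bundling protein gene, with a log2 change of 1.33 (standard error 0.36), whose values varied between 7.05 and 8.38 among controls. *Txnip*, a thioredoxin-binding regulator of glucose uptake, had a log2 change of 0.65 (standard error 0.09) and *Pla2g7*, a phospholipase gene, of 0.63 (standard error 0.18). Their adjusted p values from limma were 0.495, 0.334 and 0.525, so that these genes missed the adjusted threshold. *H2-Pb* (0.59) and *Duxf3* (0.59), both below the background level, complete the rises named by the rule. On the lower side, *Hfm1*, a meiotic helicase gene below the background level, had a log2 change of -0.75 (adjusted p = 0.509). *Nr1d2*, a nuclear receptor of the circadian clock, had -0.66 (adjusted p = 0.334), and *Itprid1*, a neighbor of *Neurod6* whose mean lies below the background level, had -0.60 (adjusted p = 0.334). *Nr1d2* passed when dim genes were left out (adjusted p = 0.0436). With the intensity trend and robust prior, *Txnip* (0.00991), *Nr1d2* (0.00991) and *Itprid1* (0.0362) passed too. The 4 sex-linked genes measured, *Xist*, *Eif2s3y*, *Kdm5d* and *Uty*, are among the 26, and without them 22 genes remain. *Xist* was at 11.89 on mutant replicate 6 alone, where *Kdm5d* was at 5.32 against 9.40 to 10.30 on the other arrays. Leaving out 1 array moved the count of 26 to between 38 and 55 (54 without control replicate 2, 43 without control replicate 3, 55 without control replicate 4 and 50 without mutant replicate 5).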

Following scanning of the array, basic data analysis was carried out using the Partek Genomics Suite Version 6.12.0712 (Partek, Inc., St. Louis, MO) Transcripts up or down-regulated by 1.5-fold were considered interesting candidates. Microarray data have been made available through Gene Expression Omnibus, accession number GSE58727 (GEO, NCBI).

How the deposited data were processed for this re-analysis (not part of the article)

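Gene expression was measured in dorsal cortex of 3 control and 3 *Gsk3:Neurod6* embryos at embryonic day 18, with 1 Affymetrix Mouse Gene 2.0 ST array per embryo. The values used are log2 expression values per transcript cluster as deposited, which the authors made in Partek Genomics Suite (version 6.12.0712 in the submitters' processing notes). The way in which probes were summarized, background was corrected and arrays were normalized is not given in the sources used here. The quartiles of the 6 arrays lie close together (lower quartile 6.17 to 6.24, upper quartile 8.90 to 8.96), so the values were compared without further normalization. A cluster value is a summary over a gene's exons, which hides a change of a single exon, and values of different genes are not on a common scale because their probes differ in brightness. The table covers 41345 clusters, of which 25335 have a gene name in the annotation of the array platform used here. A single symbol was given for 23521 clusters and several for 1814, while 16010 were unnamed here; only clusters with a single symbol were used. For 1082 genes with over 1 cluster, the cluster with the highest mean over the 6 arrays was taken, which left 22180 genes. Of their gene identifiers, 21994 matched the mouse gene table of assembly GRCm38.p6, which was used for older names of genes and for the order of neighboring genes. No coordinates are printed, because the sources used here do not name a genome build for the array.

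Differences were computed as mutant minus control on the log2 scale and tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over the genes tested. No covariate was used, since the litters are not assigned to embryos and the paper's methods name no test for the arrays. Embryos are separate animals, and littermates were treated as independent. The p values of limma set a difference against the spread between embryos, drawn toward a spread common to all genes (3.78 prior degrees of freedom). For genes with very even values, such as *Cdc42* (SD 0.005 and 0.007, standard error 0.052), the common spread weighs most. The smallest p that an exact permutation test of 3 against 3 can give is 0.1, so exact tests stand beside single genes only as a description. The methods' criterion of 1.5-fold was applied to the mean difference without a test. No pair of arrays was a duplicate: the root mean square difference of any pair lay between 0.233 and 0.281 on the log2 scale. The test was tried on 20 simulated sets of 22180 genes with the means and spread of these arrays, in each of which 100 genes were changed by 1.5-fold and 100 by 2-fold. It found 75.8% and 96.7% of them, and on average 4.83% of its calls were false. The shares found hold for sets with 200 changed genes and would be lower with fewer. In the same kind of simulation, camera with the preset correlation found a shift of -0.20 in a list in 20 of 20 sets, and with an estimated correlation in 12 of 20. Simulated genes were independent, whereas the correlation estimated from the arrays was 0.329 for the cell cycle list. The simulation therefore cannot tell whether the preset correlation suits these lists.

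Before the data were examined, 27 gene lists were fixed for E18 cortex, for GSK-3 and Wnt signaling and for other cell types that a dissection could hold. All but the list of sex-linked genes, 26 in number, were tested with camera of limma at the preset correlation of 0.01, adjusted over the lists. Of the list members, 343 were measured, 19 had no named cluster and 10 shared a cluster with other genes. Among those not analysed for these reasons are *Gsk3a*, *Tcf7*, most globin genes and the gene of Brachyury. A set test with the preset correlation asks whether the members of a list shifted more than other genes, and is more easily passed than with a correlation estimated from 6 arrays. The text names the measured members of a set of genes taken from the paper. That set leaves out other measured genes of the paper, such as *Map1b*, *Mapt*, *Apc*, *Dnm1*, *Creb1*, *Disc1* and *Cdk5*. Also named are up to 10 genes of largest rise and 10 of largest fall. These passed an adjusted p of 0.05 without overlap between groups. Where fewer passed, they were filled up with genes changed at least 1.5-fold at an unadjusted p under 0.05 without overlap. In each list, the members past the adjusted threshold or else the 2 with the smallest p are named. Predicted genes, small RNAs and receptor families with near-identical copies were passed over for the largest changes. *Gm3279*, *Axin2*, *Lef1* and the genes named below as chosen after their values were seen are outside this rule.

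The alternatives tried were quantile normalization, centring each array on its median, leaving out genes below the background level, testing every cluster, the mean of a gene's clusters, an intensity trend with a robust prior, array weights, an unmoderated test per gene, *Xist* as a covariate, leaving out each array in turn, other thresholds, and camera with an estimated correlation or fry in place of camera. The background level is the 95th percentile (7.32) of the means of 1429 olfactory, vomeronasal and taste receptor genes. Plots were drawn with matplotlib 3.10.9.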

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

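The tests of explanations in this part were chosen after the results were seen, apart from leaving out each array in turn, which was planned.

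*Gm3279*, a gene the paper does not discuss, rose by 2.34 on the log2 scale in the mutants (adjusted p = 0.000898 from limma), and its nearest tested neighbors, *Neurod6* and *Itprid1*, had log2 changes of -0.60 each (adjusted p = 0.0977 and 0.334), with no overlap between the 3 mutants and the 3 controls in any of the 3 genes. Probes shared between *Neurod6* and *Gm3279* would move both the same way, which the 2.34 of *Gm3279* beside the -0.60 of *Neurod6* argues against. A wide segment of another strain around the Cre allele would be likely to bring further differing genes. The count of such genes left out *Neurod6*, *Gm3279* and *Itprid1* themselves. Of the 25 nearest other tested genes on each side of the locus, 3 (6.0%) had an unadjusted p under 0.05, against 7.31% elsewhere. The odds ratio of 0.81 (95% confidence interval 0.161 to 2.52, p = 1.00 in Fisher's exact test) leaves a segment of this kind open. Loss of GSK-3 and presence of the Cre allele cannot be told apart, since 0 arrays have Cre and intact *Gsk3b*. A candidate explanation that the design leaves open is therefore the Cre allele at the *Neurod6* locus, and the other is a response of these genes to the loss of GSK-3.

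Lists that the paper did not examine were lower in the mutants for the cell cycle (camera adjusted p = 1.74e-10) and for intermediate progenitors and newborn neurons (4.50e-05), and both calls are lost with an estimated correlation (adjusted p = 0.411). Dilution of cortical RNA by another tissue would lower radial glia genes as well. The median log2 change of the radial glia list was above that of the cell cycle list by 0.18 (permutation test over genes, which are not independent, p = 0.00057). Because the cell cycle list was picked for its fall, most lists would lie above it, and the comparison leaves dilution open. A single array does not carry the shift, as the largest adjusted p of camera for the 2 lists when each array was left out in turn was 0.00273. Embryos of different developmental stage in the 2 groups remain open, since the synapse and neuronal maturation list, which a later stage would raise, lay above controls with an adjusted p of 0.0627. An effect of the loss of GSK-3 on these cells stays open as well and was not tested.

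Among the genes changed at least 1.5-fold, the 4 sex-linked genes measured followed a single array: *Xist* was at 11.89 on mutant replicate 6 and at 5.77 to 6.18 on the other 5, and *Kdm5d*, *Uty* and *Eif2s3y* were at 5.32, 5.13 and 6.22 there. High *Xist* beside low Y-linked genes is the pattern of a female embryo, and the other 5 arrays had the reverse pattern. The values of these 4 genes thus follow the sex of the embryos, which the labels used here do not give. Without mutant replicate 6, 0 of the 4 were changed at least 1.5-fold, which is no separate test, since that array raised the question. Without that array 38 genes were changed at least 1.5-fold, and no biological explanation was tested.

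Semaphorin signaling genes, whose transcripts the paper does not report, were higher as a list (camera adjusted p = 0.0333, and 0.681 with an estimated correlation). Upper layer genes were lower (0.0253, and 0.681 with an estimated correlation) and astrocyte genes higher (0.00456, and 0.411 with an estimated correlation), and the semaphorin and upper layer calls also ended when single arrays were left out.

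Splits of the 6 arrays into 3 and 3 number 10, too few to give a share under 0.05. The count of genes past an adjusted p of 0.05 was 1, the highest of the other splits was 1, and 2 of the 10 splits had a count as large. For genes changed at least 1.5-fold the count was 26 and the highest other 31 (7 of 10 splits as large), and with an unadjusted p under 0.05 it was 19 and the highest other 22 (4 of 10). For lists called by camera it was 5 and the highest other 5 (2 of 10), the other being the split that sets control replicates 2 and 3 and mutant replicate 5 against the rest.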

How the results depend on the processing

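The alternatives below were set before the data were examined, except the count without sex-linked genes, which was added after seeing the data. Where no cause is named, the cause was not tested. The 4 measured Wnt targets of the paper stayed short of an adjusted p of 0.05 in every setting that tested them. *Ccn4* and *En2*, below the background level, drop out where dim genes are left out. *Gsk3b* stayed between 0.02 and 0.10 on the log2 scale (adjusted p 0.507 to 0.993). The count of genes past an adjusted p of 0.05 was 1, the gene *Gm3279*, with quantile normalization, median centring, the mean of a gene's clusters, array weights and the *Xist* covariate, and 1 without each array in turn. It was 4 among genes above the background level, 3 over every cluster of the table, 27 (11 higher, 16 lower) with the intensity trend and robust prior, 0 with an unmoderated test per gene (1538 at an unadjusted p under 0.05), and 3 at an adjusted p under 0.1. *Neurod6* passed above the background level and with the trend and robust prior, at -0.595 in both, and its log2 change lay between -0.63 and -0.57 throughout. The 26 genes changed at least 1.5-fold became 14 above the background level, 303 over every cluster, 42 with array weights and 6 at 2-fold, and 22 without the sex-linked list; without each array in turn, where means rest on fewer samples, they numbered 38 to 55. With an unadjusted p under 0.05 as well, 19 became 11 above the background level, 173 over every cluster, 38 with array weights, 10 with the unmoderated test, 32 with the *Xist* covariate and 32 to 44 without each array in turn. The 5 lists called by camera became 8 with the intensity trend, 3 with array weights, 0 with an estimated correlation, 0 with fry by direction and between 3 and 7 without each array in turn; fry's mixed test, which asks for change in either direction, passed 6. Testing every cluster and the unmoderated test give no list test. Over 1182 comparisons of a named gene with an alternative, 9 passed where they had not and 1 no longer passed, and of 389 for lists 11 and 19. Some differences changed sign between settings, those near 0 (*En2*, *Dpysl2*) and those of the Y-linked genes without mutant replicate 6 or with the *Xist* covariate among them, and none of these passed the test. No paired analysis was possible because the control arrays are numbered 2 to 4 and the mutant arrays 5 to 7, so that no number is shared. Signal over background limits what can be seen for dim genes: 13061 of the 22180 genes lie above the background level.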

Differences from the paper's values

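For *Gsk3b*, the paper's reported value is a 2.15-fold decrease in the probes of exon 2. The whole transcript cluster gave a ratio of control to mutant of 0.961, that is, no decrease. The measures are not the same, since the deposited value summarizes all of the gene's probes and exon 2 was not analysed here. None of the alternatives set before the data were examined closed this gap: the ratio lay between 0.931 with array weights and 0.988 without mutant replicate 7. For the classic Wnt target genes, which the paper states were unchanged, 0 of the 4 measured passed the test.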

Other observations

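The remaining lists of cell types were not called by camera with the preset correlation over all 6 arrays. Deep layer neurons had a median log2 change of -0.04 over 16 genes (camera adjusted p = 0.115, and 0.681 with an estimated correlation). Without mutant replicate 6 the adjusted p of this list was 0.0278 and with *Xist* as a covariate 0.0249. *Syt6*, a synaptotagmin of corticothalamic neurons, fell by 0.43 when adjusted over the list alone and missed the threshold over all genes (adjusted p = 0.395 from limma), and *Hs3st4* had -0.18. The cortical layer markers that the paper stained had log2 changes of -0.12 (*Cux1*, adjusted p = 0.809) and -0.02 (*Tbr1*, 0.979). *Bcl11b*, which encodes CTIP2, had 0.10 (0.777), but the paper stained CTIP2 in the hippocampus and not as a layer marker. Radial glia genes had a median of -0.02 over 16 members (0.590), with *Hes1* at -0.21 and *Pax6* at -0.20, neither past the test. Interneuron genes had a median of 0.06 over 15 members (0.162, and 0.715 with an estimated correlation), with *Nxph1* at 0.20 and *Erbb4* at 0.16, and passed at 0.0191 without mutant replicate 5. Oligodendrocyte lineage genes had a median of 0.04 over 8 members (0.0879), with *Olig1* at 0.25 and *Olig2* at 0.14. Cajal-Retzius genes had a median of 0.08 over 9 members (0.201), with *Ndnf* at 0.20 and *Reln* at 0.08. Markers of other cell types and of tissues next to the cortex gave medians of -0.02 for microglia (0.936; *Trem2* 0.14, *Aif1* -0.09), -0.01 for endothelial cells and pericytes (0.490; *Rgs5* -0.15, *Abcc9* -0.11), 0.02 for meninges and fibroblasts (0.466; *Col1a1* 0.20, *Igf2* -0.13), 0.04 for choroid plexus (0.466; *Otx2* 0.24, *Kcne2* 0.09) and 0.04 for striatum and ventral telencephalon (0.284; *Ebf1* 0.20, *Rxrg* 0.18). Only 3 of 11 erythroid genes were measured, with a median of -0.01 (0.449); *Hbb-bh1*, below the background level, fell by 0.37 when adjusted over the list alone, and *Slc4a1* had 0.03. The microglia list has a median below 0 and a mean of 0.004, and its test runs upward. Only 3 of 7 choroid plexus genes lie above the background level, as do 3 of 10 genes of striatum and ventral telencephalon. A change in the others could be hidden. *Otx2*, *Kcne2*, *Ebf1*, *Rxrg* and *Aif1* have means below that level.

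Among pathways, genes of synapses and neuronal maturation lay above controls in 13 of 16 members, with a median of 0.08 (0.0627, and 0.681 with an estimated correlation). *Nrgn*, a calmodulin-binding postsynaptic protein, had 0.44 and *Shank2* 0.18, neither past the test; the list passed above the background level (0.0485), with the intensity trend (0.0215), without control replicate 4 (0.00497) and without mutant replicate 5 (0.0191). All 6 Sonic hedgehog genes had means below those of controls, with a median log2 change of -0.05 (0.0715). *Gli3*, which encodes a transcription factor of this pathway, fell by 0.25 when adjusted over the list alone, and *Smo* had -0.13. This list passed without control replicate 2 (0.0296) and with the intensity trend (0.0494), against 0.681 with an estimated correlation. Genes of radial migration and Reelin signaling had a median of 0.02 and a mean of -0.01 over 19 members (0.851), with the test running downward. *Nde1*, which encodes a dynein regulator of neuronal migration, fell by 0.26 when adjusted over this list alone (adjusted p = 0.483 over all genes from limma), *Stk11* had -0.07 and *Cdc42* 0.04. Apoptosis and p53 target genes had a median of -0.01 over 12 members (0.453; *Trp53inp1* -0.23, *Bbc3* -0.21), and immediate early genes 0.01 over 15 (0.466; *Egr3* 0.21, *Jun* 0.21). In hypoxia and glycolysis the median was -0.01 and the mean 0.04 over 11 members (0.443), and *Pfkp*, a phosphofructokinase of glycolysis, rose by 0.37 when adjusted over the list alone, while *Vegfa* had 0.15. By fry's mixed test 6 lists passed, with adjusted p values of 0.000399 for hypoxia and glycolysis, 0.0288 for deep layer neurons and for intermediate progenitors, 0.0308 for radial migration and 0.0331 for cell cycle and for astrocytes.

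Of the 27 genes that limma calls with an intensity trend and a robust prior, the 4 below have the lowest adjusted p among those not named so far. They were named after their values were seen, and none passes in another setting. *Gabra3*, a GABA receptor subunit gene, had a log2 change of 0.56 (adjusted p = 0.00991, and 0.334 without the trend and robust prior), *Crebrf* -0.50 (0.0214 and 0.334), *Rnf122* -0.30 (0.0231 and 0.462) and *Syn3* 0.43 (0.0231 and 0.399).

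Y-linked genes also varied among the controls. On control replicate 3, *Kdm5d* was at 9.40, *Uty* at 8.79 and *Eif2s3y* at 9.58, against 10.11 to 10.14, 9.58 to 9.59 and 10.35 to 10.62 on control replicates 2 and 4, while *Xist* was at 5.77 on that array.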
